# Constructing chimeric mouse islets to study alpha- and delta-cell influence on beta-cell feature

**DOI:** 10.1016/j.molmet.2025.102245

**Published:** 2025-09-01

**Authors:** Alexis Fouque, Masaya Oshima, Nina Mode, Romain Ducellier, Delphine Thibaut, Florence Gbahou, Latif Rachdi, Over Cabrera, Raphaël Scharfmann

**Keywords:** Pancreas, Islets, Endocrine cells, Chimeric clusters, Insulin secretion

## Abstract

**Objectives:**

This study aimed to evaluate the role of alpha- and delta-cell signals on beta-cells within pancreatic mouse islets. Specifically, we investigated how these signals regulate glucose sensitivity, gene expression and function in beta-cells.

**Methods:**

We first implemented our previous protocol to FACS purify alpha-, beta-, and delta-cells by adding CD81 as a positive marker for alpha-cells. We next developed an approach to reaggregate these sorted cell populations, creating chimeric islets with different proportions of each endocrine cell type. We used these chimeric islets to study the effect of alpha- and delta-cells on glucose sensitivity, gene expression and function in beta-cells.

**Results:**

We generated chimeric islets containing either all three endocrine cell types, alpha- + beta-cells or only beta-cells. We demonstrate that beta-cell glucose sensitivity and identity are independent of signals from alpha- and delta-cells. We identified a subset of genes including Pro-dynorphin, Fumarate hydratase and Txnip whose expression in beta-cells depends on alpha-cells signals acting through the glucagon- and glucagon-like peptide receptors. Finally, we demonstrated that in mouse beta-cell, KCl-mediated insulin secretion relies on an activation of the glucagon-receptor, while glucose-stimulated insulin secretion depends on glucagon-like peptide receptor activation.

**Conclusions:**

We developed an innovative and easy-to-use model to reconstruct chimeric islets containing different frequencies of alpha-, beta- and delta-cells. Through this approach, we provide new insights into the complex regulatory mechanisms governing the role of alpha and delta cells on beta-cell features within islets.

## Highlights

• An innovative method to produce chimeric mouse islet clusters.
• Alpha- and delta-cell are not essential for beta-cell identity or glucose sensitivity.
• Alpha-cells are essential for optimal beta-cell function.
• In beta cells, a subset of new genes is regulated by GCGR and GLP1R signaling.
• GLP1R and GCGR signaling is necessary for glucose- and KCl-induced insulin secretion.

## 1 Introduction

The pancreas is a mixed gland primarily composed of exocrine tissue, which secretes digestive enzymes into the digestive tract, and an endocrine component organized into small clusters known as islets of Langerhans, constituting approximately 1% of the pancreatic mass. Each adult islet contains an average of 1,500 cells, including beta-, alpha- and delta-cells, which produce and secrete insulin (INS), glucagon (GCG), and somatostatin (SST) respectively [1]. The destruction of insulin-producing beta-cells or the defective insulin secretion give rise to type 1 and type 2 diabetes mellitus, respectively. These chronic metabolic disorders are characterized by the dysregulation of glucose homeostasis. The pathophysiology of diabetes has been extensively studied and beta-cell biology is now described in great details. Glucose is taken up by beta-cells, metabolized and generates an increase in the intracellular ATP:ADP ratio that drives the closure of ATP-sensitive potassium (K_ATP_) channels. This causes membrane depolarization, leading to the activation of voltage-gated calcium channels, which increases intracellular calcium level and initiates insulin secretion [2]. This secretory process is enhanced by signals mediated by insulinotropic Gαs coupled G Protein Coupled Receptors (GPCRs) that increase cAMP levels. For example, this occurs through GCG-, Glucagon-like Peptide 1- (GLP1) and Glucose-dependent insulinotropic polypeptide (GIP)-Receptors, all of which are expressed at the beta-cell surface [2]. In parallel, SST secreted by delta-cells, by acting through its receptors expressed on beta-cells, decreases cAMP levels and insulin secretion [3,4]. Drugs targeting beta-cell secretion are used to treat patients suffering of type 2 diabetes. They increase insulin secretion by closing the K_ATP_ channels (sulfonylureas) or by increasing intracellular cAMP (GLP1R agonists). However, many aspects of pancreatic islet function remain to be further understood. Specifically, more needs to be learned about the role of signals from alpha- and delta-cells on beta-cells within the islets.

Past studies on cell interactions within rodent islets relied on several approaches: the use of pharmacological activators and inhibitors of specific pathways, such as GCGR or GLP1R [5], genetic deletion of specific receptors from beta-cells [3,6] or specific destruction of alpha- and delta-cells [7]. These methods have provided valuable insights but have some limitations: they rely on the use of activators at concentrations difficult to compare to physiological levels within islets or involve complex genetic manipulations that are challenging to implement in diverse experimental systems. Here, we aimed to develop a simple and robust experimental model to study how signals from alpha- and delta-cells regulate beta-cell stability and function.

In previous studies [8,9], we developed a FACS strategy utilizing the cell surface markers CD24, CD49f, and CD71 to efficiently isolate live alpha-, beta-, and delta-cell populations from any mouse pancreatic islet strain. Building upon this foundation, we first implemented this FACS protocol by adding the alpha-cell enriched cell surface marker CD81 [10] to further increase the purity of sorted islet cell populations. We next developed a culture model where sorted live cells can be reaggregated and kept functional, giving rise to reconstructed islets, with controlled proportion of alpha-, beta-, and delta-cell on demand. These chimeric islets serve as a robust system for dissecting cell–cell interactions within the islets, allowing us to investigate the influence of alpha- and delta-cells on beta-cell glucose sensitivity, gene expression and function.

By using this new and easy-to-use model of chimeric islets, (i) we demonstrate that beta-cell sensitivity to glucose is independent of the presence of alpha- and delta-cell. It is also the case for the expression of beta cell identity genes; (ii) we identify a new subset of beta-cell genes positively or negatively regulated by signaling from alpha-cells through the GCGR and the GLP1R; (iii) we show that beta-cell function in mouse islets depends on alpha-cell signals, with GCG-mediated signaling influencing potassium chloride (KCl)-induced beta-cell activity and GLP1R signaling modulating glucose-induced insulin secretion.

These findings provide new insights into the complex regulatory mechanisms governing beta-cell function and may inform future therapeutic strategies for diabetes.

## 2 Materials and methods

### 2.1 Animals procedure

Animal studies were certified by the Direction Départementale de la Protection des Populations for the French Ministry of Research, Health, and Agriculture (Paris), under agreement number A75-13-19, in accordance with approved guidelines of French and European legislation. Twelve-week-old C57BL/6JRj male mice (Janvier Labs, Saint Berthevin, France) were housed under a 12-hours light/dark cycle with *ad libitum* access to food and water. Animals were killed by cervical dislocation.

### 2.2 Mouse pancreatic islets isolation

Mouse islet isolation was performed as described in [8]. Type V collagenase solution (Sigma–Aldrich, #C9263) was injected into the pancreas through the bile duct. The inflated pancreas was digested for 20 min at 37 °C. Digested pancreas was re-suspended in HBSS^+/+^ (Hank's Balanced Salt Solution; Life Technologies, #14025–050). Islets were handpicked and cultured overnight at 37 °C in mouse islets culture medium: RPMI 1640 (Gibco, #14025–050) supplemented with 10% Fetal Calf Serum (FCS, Eurobio, #CVFSVF00-01) and penicillin/streptomycin (Pen/Strep, Gibco, #15140–122).

### 2.3 Flow cytometry

Islet clusters were dissociated in single-cell suspension using Accutase (StemCell Technologies, #07920). Cells were stained for 15 min at 4 °C in the dark, with antibodies in FACS medium (HBSS^−/-^ + 10%FCS + Pen/Strep). Antibodies used for sorting were: CD45 (1:100, BioLegend, #103132, RRID AB_893340), TER119 (1:100, BioLegend, #116228, RRID AB_893636), CD31 (1:100, BioLegend, #102522, AB_2566761), CD24 (1:100, BioLegend, #101840, RRID AB_2650876), CD49f (1:200, BioLegend, #313612, RRID AB_893373), CD71 (1:100, BioLegend, #113806, RRID AB_313567) and CD81 (1:100, BD Bioscience, #740060, RRID AB_2739825). Stained cells were resuspended in FACS medium supplemented with 1:4,000 propidium iodide (Sigma–Aldrich, #P4864) to assess viability. Sorting has been performed on a FACSAria III (BD Biosciences). Data were analyzed using FlowJo™ software 10.7.1 (RRID: 008520).

### 2.4 RT-qPCR

RNA was extracted using the RNeasy Micro Kit (Qiagen, #74004) and reverse-transcribed into cDNA using the Maxima First Strand cDNA Synthesis Kit (ThermoFisher Scientific, #K1642). RT-qPCR was performed using the Power SYBR™ Green PCR Master Mix (ThermoFisher Scientific, #4367659) on a QuantStudio™ 3 System (Thermo Fisher Scientific). Serial dilution validated primer sequences (Eurofins France) are listed in (Suppl Table S1). Gene expression levels were quantified using the 2^−ΔCt^ method, with the *Cyclophilin-A* (*Ppia*) gene serving as the housekeeping gene. Fold-change was calculated using the 2ˆ^−ΔΔCt^ method, relative to the control group.

### 2.5 Reaggregation and cell culture

A 2% agarose (#A9539 Sigma Aldrich) 0.9% NaCl solution was poured into silicone-micro cast (Sigma Aldrich, #Z764051). After solidification at RT, agarose molds were kept in NaCl solution at 4 °C until use. Prior to cell seeding, molds were rinsed for 10 min twice at 37 °C with islet medium. Dispersed islets cells or sorted cells were seeded in agarose molds and incubated at 37 °C, 5%CO_2_. Pseudo-islets were cultured in islet medium supplemented or not with GCG (GlucaGen; Novo Nordisk), Ex4 (Bachem, #4027457), Ex9 (Bachem, #4017799), IUB288 (provided by Eli Lilly) or SST (Phoenix, #060–21).

### 2.6 Immunofluorescences and quantification

Islets and pseudo-islets were fixed in 3.7% formaldehyde solution (Merck, #104003) containing Light Green (Reactifs RAL, #42095), pre-embedded in agarose (Sigma–Aldrich, #A4018), dehydrated and embedded in paraffin (Histolab, #HistoWax). They were sliced (4 μm-thick sections), deparaffinized and boiled in citrate-based antigen retrieval solution (BioGenex, #HK086–9K). They were permeabilized in TBS (Sigma, #T6664) supplemented with 3% BSA (Sigma, #A7906) and 0.3% Triton X-100 (Sigma #T8787) for 30 min. Slides were next incubated with primary antibodies diluted in the blocking solution overnight at 4 °C. Secondary antibodies and Hoechst 33342 dye (Invitrogen, #H3570) were diluted in the blocking solution for 3h at RT. The antibodies used are: insulin (1:2,000, Sigma–Aldrich, #I2018), glucagon (1:1,000, Immunostar, #20279), somatostatin (1:1,000, Abcam, #ab108456), P-RPS6 (1:500, Cell Signaling, #5364L), anti-mouse AF594 (1:400, Jackson ImmunoResearch, #115-585-003), anti-rabbit AF488 (1:400, Invitrogen, #A11034). Images were captured using a Leica, #DM4000B fluorescence microscope and Wasabi 1.4 software (Hamamatsu Photonics Germany GmbH). Quantifications were performed using the ImageJ software (U. S. National Institutes of Health, RRID: 003070).

### 2.7 Western Blot

Mouse pancreatic islets or pseudo-islets were cultured overnight in RPMI 1640 containing 2 mM glucose, supplemented with 2% FCS and penicillin/streptomycin. The following day, islets were stimulated for 15min at either 2.8 mM or 16.7 mM glucose. For experiments related to protein translation, puromycin (ThermoFischer Scientific; #A1113803) was added during the last 15 min at 10 μg/ml. Samples were lysed in RIPA buffer (Sigma–Aldrich, #R0278) supplemented with protease and phosphatase inhibitors (Roche #04693159001 and #04906837001). Equal amounts of proteins in Laemmli buffer (Bio-Rad, #1610747) supplemented with 2-β-Mercaptoethanol (Sigma, #M3148) were loaded onto 4–12% Bis-Tris polyacrylamide gels and transferred onto PVDF membrane using a semi-dry transfer system (iBLOT 2 Dry Blotting System, Thermo Fisher Scientific). Membrane was blocked in TBS/0.1% Tween/5% milk. Membrane was then incubated with the primary antibody in the same buffer overnight at 4 °C, washed 3 times and incubated with an HRP-conjugated secondary antibody for 1h at RT. Proteins were detected using the ECL Prime (Cytiva, #RPN2236) and visualized with an iBright 1500 (Thermo Fisher Scientific). Quantification was performed using ImageJ software (U. S. National Institutes of Health, RRID: 003070) and normalized on α-tubulin. Antibodies used are the following: P-RPS6 (1:1,000, Cell Signaling, #5364L), RPS6 (1:1,000, Cell Signaling, #2217S), INS (1:1,000, Cell Signaling, #3014T), puromycin (1:1,000, Sigma–Aldrich, #MABE343), tubulin (1:1,000, Sigma–Aldrich, #T9026), anti-mouse HRP (1:2,000, Cell Signaling, #7076S) and anti-rabbit HRP (1:2,000, Cell Signaling, #7074S).

### 2.8 INS immunoprecipitation

Proteins (80 μg) were diluted in RIPA buffer and incubated with 1 μg of anti-insulin antibody (Cell Signaling #8138) at 4 °C overnight under agitation. Agarose beads (Pierce™ Protein A/G Agarose, Thermofisher Scientific, #20421) were washed in RIPA buffer overnight at 4 °C under agitation, added to protein samples and incubated at RT under agitation for 2–3h. Immunoprecipitated samples were eluted by resuspending the beads in Laemmli buffer supplemented with 2-β-mercaptoethanol, and boiled for 5–10min. Beads were removed by centrifugation, and the protein samples were stored at −20 °C until Western Blot assay.

### 2.9 Next-generation sequencing

Total RNAs were prepared from sorted beta-cells and their quality was assessed using the Agilent 2100 Bioanalyzer. Libraries were prepared from 5 ng of total RNA from each sample using the *Ovation solo RNA-seq kit* (NuGen, #0501–96) followed by ribosomal RNA depletion using the *AnyDeplete* technology (NuGen). Subsequently, libraries were quantified with the *Qubit™ HS DNA assay* (ThermoFisher Scientific, #Q32855), and library profiles were verified using the *DNA High sensitivity LabChip kit* using the Agilent 2100 Bioanalyzer (Agilent Technologies). Sequencing was carried out on an Illumina Nextseq 500 sequencer, generating 75-base paired-end reads. Quality control of the raw data was conducted using the *AOZAN* software, with the FastQC module (version 0.11.9). Reads were aligned to the mouse genome (GRCm38p6) using the *STAR* software [11] (RRID: SCR_004463; version 2.7.6a). Transcript quantification was performed with the *RSEM* software [12] (RRID: SCR_013027; version 1.3.1). Differential gene expression analyses were conducted using the R package DESeq2. And *p-values* were adjusted using the Benjamini-Hochberg method.

### 2.10 Glucose stimulated insulin secretion (GSIS)

KREBS buffer was prepared extemporaneously: 137 mM NaCl (VWR Chemicals, #27788.297), 5.36 mM KCl (Merck, #104933), 2.5 mM CaCl_2_ (Sigma–Aldrich, #C7902-500G), 0.81 mM MgSO_4_ (Sigma–Aldrich, #M7506-1 KG), 0.34 mM NaH_2_PO_4_ (Merck, #106346), 0.44 mM KH_2_PO_4_ (Sigma–Aldrich, #P5379-100G), 4.17 mM NaHCO_3_ (Sigma–Aldrich, #S5761-500G), 10 mM HEPES (Gibco, #15630056) and 0.4% BSA (Roche; #10775835001). The KREBS buffer pH was adjusted to pH 7.2–7.4. Mouse pancreatic islets or pseudo-islets (30–50) were primed in KREBS buffer without glucose for 1h at 37 °C, 5%CO_2_. Samples were then successively transferred into wells containing KREBS buffer containing (1) 2.8 mM, (2) 16.7 mM, (3) 2.mM glucose (Sigma–Aldrich, #G7528) and (4) 2.8 mM glucose + 50 mM KCl. Each incubation was carried out for 1h at 37 °C, 5%CO_2_. Supernatant was collected and stored at −20 °C until analysis for insulin by ELISA assay. For insulin content, islets cells were transferred in RIPA buffer (Sigma–Aldrich, #R0278-500 ML) supplemented with protease and phosphatase inhibitors (Complete Tablets, Roche #04693159001; PhosphoSTOP, Roche #04906837001). Insulin secretions and contents were measured using the Ultra-Sensitive Mouse ELISA kit (ChrystalChem, #90080), following the manufacturer's protocol and using the Tecan Spark 10M plate reader, and insulin quantities were calculated using a 4 parameters polynomial curve.

### 2.11 Dyn A measurement

For measurement of Dyn A content, groups of 30 pseudo-islets or pseudo-beta were transferred in RIPA buffer supplemented with protease and phosphatase inhibitors. Measures were performed using the Dynorphin A EIA kit (Phoenix Pharmaceuticals, #EK-021-03), following the manufacturer's protocol and using the Tecan Spark 10M plate reader.

### 2.12 cAMP level measurement

Islet clusters were dissociation with Accutase and resupended in HBSS^−/-^ (Life Technologies, #14170–088) supplemented with 10% FCS and 1% pen/strep. Subsequently, cAMP level measurements were performed using the HTRF cAMP kit (Revvity, #62AM4PEB). Cells were washed once with 1X PBS (ThermoFischer Scientific, #14190–094) supplemented with 1 mM IBMX (Sigma–Aldrich, #I7018-100 MG). Approximately 10,000 cells per well were dispensed into 384-well plate for HTRF (OptiPlate™-384, #6007290) and treated with 1 μM of FSK (forskolin, Tocris, #1099) in PBS/IBMX for 30 min at RT. Cells were next lysed for 1h at RT, and cAMP levels were measured according to the manufacturer's protocol. The plate was read using the Infinite F500 Tecan microplate reader, and cAMP levels were calculated using a non-linear regression curve.

### 2.13 Clusters of human beta-cell line

EndoC-βH1 [13] cells were cultured in Advanced DMEM F12 (Life Technology, #12634–010) with 2 mM GluatMAX (Life Technology, #35050–038), 2% BSA fraction V (Roche; #10775835001), 50 μM 2-mercaptoethanol (Sigma–Aldrich, #M3148), 10 mM nicotinamide (Alpha Aesar, #A12970), 6.7 ng/mL sodium selenite (Sigma–Aldrich, #S1382), penicillin/streptomycin. Cells were reaggregated in agarose molds for 1 day before being fixed and used for immunostaining.

### 2.14 Statistical analysis

For each experiment, “n" represents an independent biological sample. Statistical analyses were performed using Prism 8.0.2 software (GraphPad Software, San Diego, CA, USA). For qRT-PCR we used the *Mann–Whitney test* (for two groups comparison) or *One way ANOVA test* (for more than 2 groups comparisons), charts are presented as the median with the interquartile range (IQR). For Western Blot band quantification we used *paired t-test*, chart are presented as median with IQR. For insulin secretion and insulin content measurements we used the *Mann–Whitney test* (for two groups comparison) or the *multiple t-test* (for more than 2 groups comparisons), charts are presented as the mean with standard deviation (SD). For cAMP measurement we used the *Mann–Whitney test*, charts are presented as the mean with standard deviation (SD). A *p-value* below 0.05 was considered statistically significant. In the graphs, *p-values* are symbolized as following: ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.005; ∗∗∗∗*P* < 0.001 and “ns” (not significant) *P* > 0.05.

### 2.15 Deposited data

The data from the RNAseq performed on beta-cells from pseudo-islets and pseudo-beta are available at the NCBI Gene Expression Omnibus (GEO): GSE292158.

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292158.

## 3 Results

### 3.1 Construction of chimeric mouse islet clusters

We previously developed a FACS-based method to simultaneously purify alpha-, beta- and delta-cell populations from young, adult and old mice [8,9]. In the current study, we first aimed to improve and facilitate this process by further enhancing alpha- and beta-cells distinction. For that purpose, we incorporated into our previous antibody panel (CD24, CD49f and CD71) CD81 as an alpha-cell marker [10]. We analyzed by flow cytometry dispersed islet cells from 12-week-old C57bl/6 mice, after excluding dead cells and non-pancreatic lineages (TER119^+^, CD31^+^ and CD45^+^). Through this approach, we observed four distinct populations: CD49f^+^CD81^-^ (69.2 ± 5%), CD49f^−^CD81^+^ (8.9 ± 4%), CD24^+^CD71^low^ (2.9 ± 1.5%) and CD49f^+^CD81^+^ (18.6 ± 5%) (Figure 1A). Using qRT-PCR, we specifically detected *Ins1* in CD49f ^+^ CD81^-^, *Gcg* in CD49f^−^CD81^+^ and *Sst* in CD24^+^ populations (Figure 1B). Moreover, comparative qRT-PCR with whole islets indicated strong enrichment for *Gcg* and for *Sst* in CD49f^−^CD81^+^ and in CD24^+^ populations respectively (Figure 1B).

**Figure 1:**
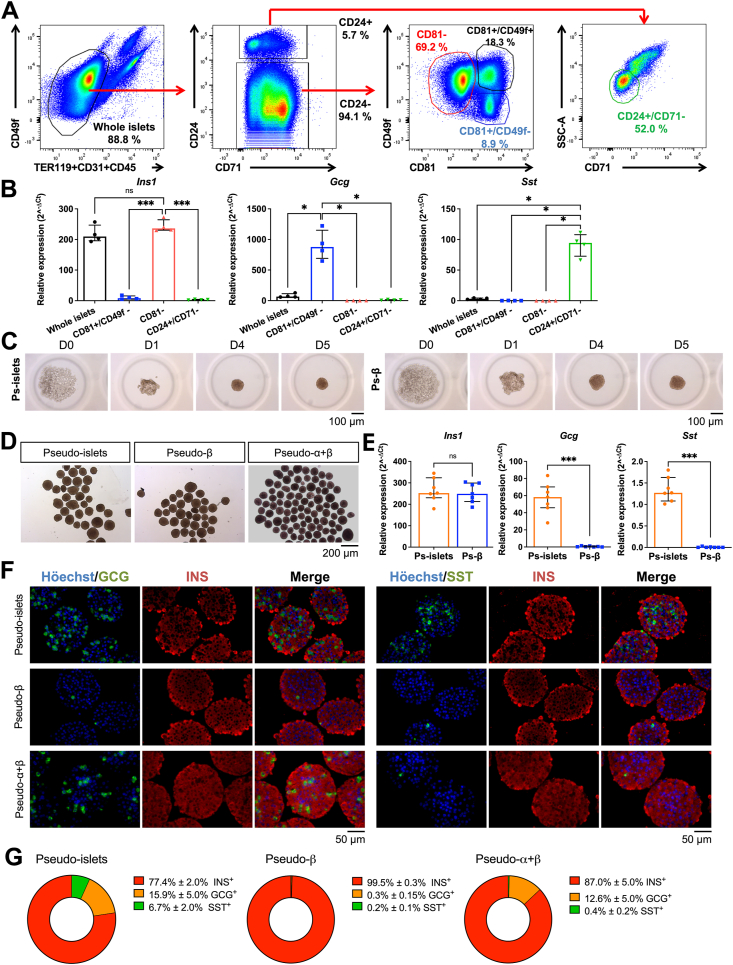
**Construction of chimeric mouse islet clusters. (A)** Representative flow cytometry plots of dispersed islets from adult C57BL/6 mice. CD24, CD71, CD49f and CD81 expression has been analyzed on endocrine cells after exclusion of dead cells (propidium iodide-positive cells) and hematopoietic and endothelial cells (CD45-, TER119-or CD31 positive cells) (left panel). Endocrine cells could be divided into CD24^high^ and CD24^low^ cells (middle panel). The CD24^low^ fraction could be further subdivided into three populations: CD81^-^; CD81^+^/CD49f^+^ and CD81^+^/CD49f^−^, while the CD24^high^ fraction comprise SSC-A^-^/CD71^-^ cells (right panels). Data are representative at least 90 flow cytometry experiments. **(B)** qRT-PCR analysis of *Ins1*, *Gcg* and *Sst* expression in whole islets versus sorted islet cell fractions (CD81^+^/CD49f^−^ in blue, CD81^-^ in red and CD24+/CD71-in green). From n = 4 independent sorting. ∗*P* < 0.05; ∗∗∗*P* < 0.005. **(C)** Brightfield pictures of pseudo-islets (left) and pseudo-β (right) cells at 2000 cells/clusters during the reaggregation process. Data are representative at least 80 independent experiments. **(D)** Brightfield pictures of pseudo-islets (left panel), pseudo-β (middle panel) or pseudo-α+β (right panel) after 5 days of reaggregation in culture. Data are representative of at least 3 independent experiments. **(E)** qRT-PCR analysis of *Ins1*, *Gcg* and *Sst* expression in pseudo-islets and pseudo-β after 5 days of culture. From n = 7 independent sorting. ∗∗∗*P* < 0.005. **(F, G)** Immunofluorescence staining on sections of pseudo-islets, pseudo-β and pseudo-α+β after 5 days of culture. Left panel: GCG in green, INS in red and nuclei in blue; right panel: SST in green, INS in red and nuclei in blue. The frequency of each cell type was quantified by measuring the area of INS^+^, GCG^+^ or SST^+^ in pseudo-islets, pseudo-β and pseudo- α+β from 3 independent experiments.

We next developed a protocol to reaggregate sorted cells into clusters. Mixed (alpha + beta + delta or alpha + beta) or beta only cell populations were loaded into microwell plates. During the 5 days of reaggregation, clusters became rounder and denser, and by the end of this process, aggregates were well-formed and easy to manipulate (Figure 1C), similar to native mouse islets. Clusters exhibited a homogenous spherical shape and size (approximately 100 μm), independent of their cell type composition (Figure 1D). Hereafter, we refer to as: pseudo-islets or pseudo-alpha + beta when cell clusters are composed of alpha-, beta- and delta-cells or alpha- and beta-cells respectively; and pseudo-beta for aggregates only composed of beta-cells. qRT-PCR analyses confirmed that pseudo-islets (Ps-islets) express *Ins1*, *Gcg* and *Sst* whereas pseudo-beta (Ps-β) express *Ins1* (Figure 1E). Immunofluorescence staining on sections of the different cluster types further confirmed their cell identities: Pseudo-islets contain alpha-, beta- and delta-cells in the same proportion as mouse pancreatic islets (77.4 ± 2% INS^+^, 15.9 ± 5% GCG^+^ and 6.7 ± 2% SST^+^ cells). Pseudo-beta clusters demonstrate high purity (99.5 ± 0.3% INS^+^, 0.3 ± 0.15% GCG^+^ and 0.2 ± 0.1% SST^+^ cells), while delta-cell-depleted pseudo-islets (Ps-α+β) were composed of alpha- and beta-cells (87.0 ± 5% INS^+^, 12.6 ± 5% GCG^+^ cells) with extremely rare SST^+^ cells (0.4 ± 0.2%) (Figure 1F,G for quantification). Note that the CD49f^+^CD81^+^ population (Figure 1A) contains a mix of INS^+^ and GCG^+^ cells (Suppl Fig. 1) and was not further analyzed in this study.

All together, we developed and validated a model of chimeric islets with tightly controlled proportions of alpha-, beta- and and-delta cells on demand, providing a robust tool for studying interactions among the three major cell populations that compose mouse pancreatic islets. With this innovative model, we investigated the role of alpha-/delta-cells on i). beta-cell sensitivity to glucose; ii). gene expression in beta-cells; and iii). beta-cell function.

### 3.2 Beta-cell sensitivity to glucose is independent of alpha-/delta-cells

We compared glucose sensitivity in beta-cells clustered in presence or absence of alpha-/delta-cells first using as a marker RPS6 phosphorylation (P-RPS6), known to increase upon glucose stimulation [[14], [15], [16]]. P-RPS6 analyses by either immunostaining (Figure 2A) or Western blot (Figure 2B,C for quantification) confirmed that glucose induced RPS6 phosphorylation in INS + cells. It also demonstrated that this induction was independent of the presence of alpha-/delta-cells. In beta-cells, glucose is known to increase translation [17] and used here as a readout to assess protein translation in our model. We observed that glucose stimulated puromycin incorporation, similarly in presence or absence of alpha-/delta-cells (Figure 2D,E for quantification). As a third approach, we pulsed pseudo-islets and pseudo-beta with puromycin and analyzed by Western blot puromycin incorporated into pro-insulin. Again, we observed similar induction of pro-insulin synthesis by glucose in presence or absence of alpha-/delta-cells (Figure 2F,G for quantification). Taken together, such data indicate that beta-cell sensitivity to glucose is independent on the presence of alpha-/delta-cells.

**Figure 2:**
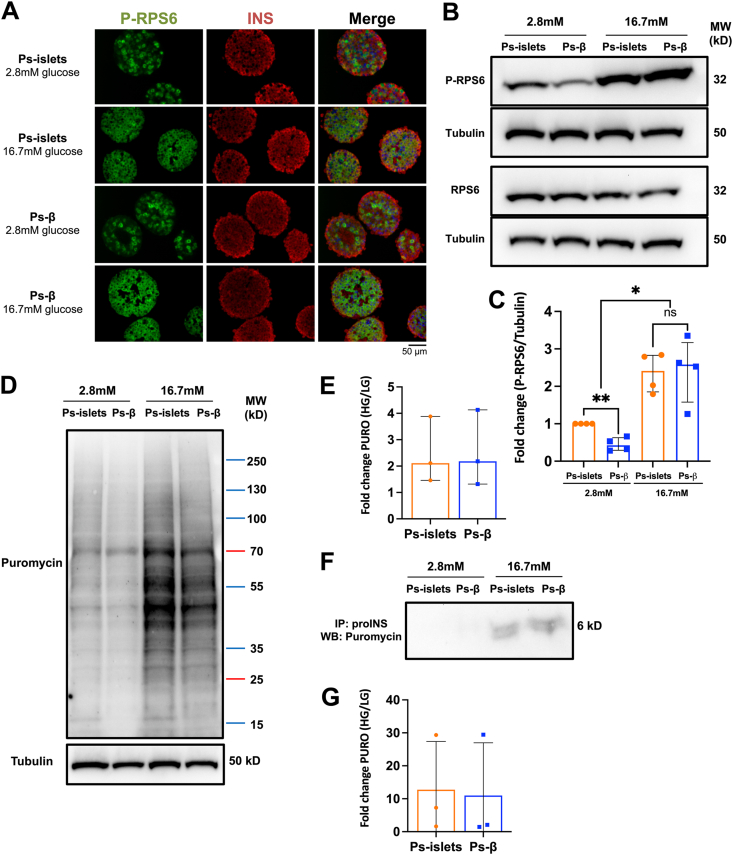
**Beta-cell sensitivity to glucose is independent of alpha-/delta-cells. (A)** Immunofluorescence staining on sections of pseudo-islets and pseudo-β stimulated with 2 mM or 16.7 mM of glucose (P-RPS6 in green, INS in red and nuclei in blue). **(B, C)** Western blot analysis and quantification of P-RPS6, RPS6 in pseudo-islets vs pseudo-β stimulated with 2 mM or 16.7 mM glucose. Tubulin was used as a loading control. n = 4 independent experiments. ∗*P* < 0.05; ∗∗*P* < 0.01. **(D, E)** Western blot analysis and quantification of puromycin incorporation in pseudo-islets vs pseudo-β stimulated with 2 mM or 16.7 mM glucose. n = 3 independent experiments. **(F, G)** Western blot analysis and quantification of puromycin incorporation in proINS immunoprecipitated from pseudo-islets vs pseudo-β stimulated with 2 mM or 16.7 mM glucose. n = 3 independent experiments.

### 3.3 Alpha-/delta-cells control the expression of a specific set of genes in beta-cells

We investigated whether signals derived from alpha-/delta-cells influence gene expression in beta-cells. To this end, we constructed islet clusters with or without alpha-/delta-cells, cultured them for 5 days and subsequently sorted beta-cells by FACS (Figure 3A). 

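RNA was sequenced from beta-cells sorted out of pseudo-islets, which are clusters of alpha-, beta- and delta-cells, and out of pseudo-beta, which are clusters of beta-cells only, after 5 days of culture. There were 3 samples of each, from 3 independent experiments that the sample labels number 35, 36 and 37, each with 1 sample of either kind. Libraries were made from 5 ng of total RNA, depleted of ribosomal RNA and read in pairs of 75 bases. The authors aligned the reads with STAR, quantified them with RSEM and normalized the expected counts between libraries with DESeq2. The signal used here is these normalized counts, which are not whole reads, for 13535 genes that each have at least 10 normalized counts in at least 3 libraries. They sum to 18637128, 19045598 and 19635287 in pseudo-islets of experiments 35, 36 and 37 (median 19045598) and to 18092205, 17994346 and 18380415 in pseudo-beta (median 18092205). The 10 most abundant genes take 40.9% to 44.97% of a library, and the most abundant of them, *Ins2*, takes 29.7% to 30.8%. The values were compared as log2(value + 1) between the 3 libraries of pseudo-islets and the 3 of pseudo-beta with limma, with a prior variance that follows mean expression and Benjamini-Hochberg adjustment over all 13535 genes. Log2 fold changes are those of pseudo-islets over pseudo-beta, so a negative value is a higher level in pseudo-beta. Their median standard error was 0.27, and it was 0.60 for genes with a mean under 50 normalized counts, 0.29 from 50 to 500 and 0.17 from 500 upward. A second fit took the experiment as a replicate block, which compares the samples of one experiment with each other and had a median standard error of 0.21. Its values are given where it changes a call.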

Quality control by qRT-PCR validated effective depletion of alpha- and delta-cells post-sorting (Figure 3B). RNAseq analysis indicated that canonical beta-cell markers (*Iapp*, *Ucn3, Mafa, Nkx6-1*, *NeuroD1, Nkx2.2*, and *Pdx1*) were similarly expressed following culture in presence or absence of alpha-/delta-cells (Figure 3C). It was also observed for beta-cell proliferation markers as measured by RNAseq (*Nifk*, *Pcna* and *Mcm2*) (Figure 3D) and by immunostaining for Ki67 (Suppl Fig. 2). 

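The values cover *Ins1*, *Ins2*, *Iapp*, *Ucn3*, *Mafa*, *Nkx6-1*, *Neurod1*, *Nkx2-2* and *Pdx1*. None of the 9 genes had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Their log2 fold changes ran from -0.13 (*Nkx6-1*, standard error 0.12) to 0.29 (*Mafa*, standard error 0.51), with a median of 0.07 and a lowest adjusted p = 0.989. *Iapp* (ENSMUSG00000041681) lies on chromosome 6 of GRCm38 from 142298423 to 142303961, where *Slco1a5* overlaps it on the opposite strand. It had 662681 ± 177927 normalized counts (SD, n = 3) in pseudo-islets and 565124 ± 137993 (SD, n = 3) in pseudo-beta. *Ucn3* (ENSMUSG00000044988), on chromosome 13 from 3940688 to 3945349, had 30971 ± 1014 normalized counts (SD, n = 3) in pseudo-islets and 27775 ± 2210.2 (SD, n = 3) in pseudo-beta. It was the only one of the 9 whose libraries of the 2 groups did not overlap, which chance gives for 10% of genes with unpaired samples. *Mafa* (ENSMUSG00000047591), on chromosome 15 from 75745490 to 75748228, had 991 ± 614 normalized counts (SD, n = 3) in pseudo-islets and 859.7 ± 632 (SD, n = 3) in pseudo-beta, with 1692 and 1572 in experiment 37 and between 368 and 733 in the other two. It was the gene that the alternatives moved most, since its log2 fold change was -0.18 without the pseudo-islets of experiment 37, -0.19 without the pseudo-beta of experiment 36 and 0.86 without the pseudo-beta of experiment 37. *Nkx6-1* (ENSMUSG00000035187), on chromosome 5 from 101658139 to 101664996, had 6334 ± 308 normalized counts (SD, n = 3) in pseudo-islets and 6923 ± 657 (SD, n = 3) in pseudo-beta, the lower value being that of pseudo-islets in each experiment. *Neurod1* lies within *Cerkl* on the same strand, and *Nkx2-2* and *Pdx1* have antisense transcripts, *Nkx2-2os* and *Plut*. The log2 fold changes of these genes were -0.07, 0.03 and 0.00, and each changed sign when single libraries were left out, from -0.13 to 0.02 for *Neurod1*, -0.04 to 0.14 for *Nkx2-2* and -0.12 to 0.12 for *Pdx1*. The sign changed without the pseudo-islets of experiment 36 or the pseudo-beta of experiment 35 for *Neurod1* and *Nkx2-2*, also without the pseudo-islets of experiment 37 for *Nkx2-2*, and without the pseudo-islets of experiment 35 or the pseudo-beta of experiment 37 for *Pdx1*. Scaling the libraries without their 10 most abundant genes gave -0.03 for *Nkx2-2* and -0.06 for *Pdx1*. With the replicate block, none of the 9 genes had an adjusted p under 0.05 over all genes (lowest adjusted p = 0.138 in limma, *Iapp*, and 0.113 to 1 across the alternatives), but 2 did when adjusted over the list alone, *Ins1* and *Iapp*, both higher in pseudo-islets. That count was 0 when experiment 36 was left out of the block. With 3 libraries against 3, a two-sided exact permutation test of a single gene cannot give a p under 0.1.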

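*Nifk* (ENSMUSG00000026377), on chromosome 1 from 118321839 to 118333822, had 659.6 ± 56.9 normalized counts (SD, n = 3) in pseudo-islets and 594 ± 88.6 (SD, n = 3) in pseudo-beta, a log2 fold change of 0.16 with a standard error of 0.18. For *Pcna* (ENSMUSG00000027342), on chromosome 2 from 132249162 to 132253314, the values were 1200.5 ± 71.6 (SD, n = 3) and 1131 ± 115 (SD, n = 3), and the log2 fold change was 0.09 (standard error 0.15). Leaving out experiment 37 from the fit with the replicate block changed it to -0.04. *Mcm2* (ENSMUSG00000002870), on chromosome 6 from 88883474 to 88898780, was the least abundant of the 3, with 99.3 ± 25.0 normalized counts (SD, n = 3) in pseudo-islets and 101 ± 26.2 (SD, n = 3) in pseudo-beta. Its log2 fold change of -0.03 (standard error 0.32) ranged from -0.22 to 0.17 when single libraries were left out, being above 0 without the pseudo-islets of experiment 36 or 37 or the pseudo-beta of experiment 36, and was 0.03 after quantile normalization and 0.31 when experiment 36 was left out of the block. Each of the 3 genes had an adjusted p = 0.998 in limma with Benjamini-Hochberg adjustment, and 0 of them passed an unadjusted p of 0.05, an adjustment over the list alone or the block. *Mki67*, the gene of the Ki67 protein, was not analysed here.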

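Transcripts of the 13 protein-coding genes and the 2 ribosomal RNA genes of the mitochondrial genome, and of the nuclear genes *Polg*, *Tfam* and *Opa1*, were measured in the same libraries. The 15 genes of the mitochondrial genome took 0.842%, 0.726% and 1.30% of the normalized counts in pseudo-islets of experiments 35, 36 and 37, and 0.841%, 0.864% and 1.50% in pseudo-beta. Of the 18 genes, 10 had a higher and 8 a lower mean log2 value in pseudo-islets, with a median log2 fold change of 0.01 and standard errors from 0.20 to 1.52. None had an adjusted p under 0.05 in limma (lowest adjusted p = 0.926 with Benjamini-Hochberg adjustment) or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The largest change was that of *mt-Nd3*, which lies at 9459 to 9806 of the mitochondrial genome, with a log2 fold change of 3.00 and a standard error of 1.52. It had 146, 164 and 379 normalized counts in pseudo-islets and is listed at 0 in the pseudo-beta of experiment 35, with 109 and 161 in the others. The next highest was *mt-Nd6* at 0.18 (standard error 0.46). The lowest was *mt-Nd4l*, which overlaps *mt-Nd4*, at -0.77 (standard error 0.58). It had 214, 47.4 and 331 normalized counts in pseudo-islets and 207, 248 and 331 in pseudo-beta, so its change rests on the pseudo-islets of experiment 36. *Polg*, which *Fanci* overlaps on the opposite strand, had 92.1 ± 20.6 normalized counts (SD, n = 3) in pseudo-islets and 157 ± 76.9 (SD, n = 3) in pseudo-beta and a log2 fold change of -0.68 (standard error 0.36). *mt-Co3*, which overlaps *mt-Atp6*, had 3965 ± 188 (SD, n = 3) and 5510.0 ± 1756 (SD, n = 3), a log2 fold change of -0.43 (standard error 0.20). Taking the experiment as a block gave no call over all genes either (lowest adjusted p = 0.244 in limma), but leaving out experiment 36 from that fit gave 2 calls among the 18 genes, and correcting it for transcript length and GC content gave 1.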

Expression of mitochondrial genes assessed by RNAseq (Suppl Fig. 3A) and mitochondrial area measured by FACS using MitoTracker Green (Suppl Fig. 3B) were similar in beta-cells cultured with or without alpha-/delta-cells. Together, these results indicate that the absence of signals for alpha-/delta-cells does not alter beta-cell identity, proliferation or mitochondrial parameters.

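The 9 identity, 3 proliferation and 18 mitochondrial genes make 30, none of which was called, and their 95% confidence intervals bound the change that may have been missed. For 11 of the 30 genes, the interval of the log2 fold change lay between -0.58 and 0.58, which is less than a 1.5-fold change in either direction. These were 7 of the identity genes, *Nifk*, *Pcna*, *mt-Atp8* and *Opa1*. In the fit with the replicate block, 23 of the 30 intervals lay within a 1.5-fold change, and the exceptions were *Mafa*, *Mcm2*, *mt-Nd3*, *mt-Nd4l*, *mt-Co3*, *Polg* and *Tfam*. These intervals ran from 0.00 to 0.59 for *Mafa*, -0.71 to 0.65 for *Mcm2*, 0.92 to 5.08 for *mt-Nd3*, -1.64 to 0.09 for *mt-Nd4l*, -0.74 to -0.12 for *mt-Co3*, -1.26 to -0.10 for *Polg* and -0.59 to 0.13 for *Tfam*. That of *mt-Nd3*, which is listed at 0 in 1 library of pseudo-beta, lay wholly beyond a 1.5-fold change, with an adjusted p = 0.244 over all genes in limma. For the other 6, a change of more than 1.5-fold is not ruled out at this number of samples.

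**Figure D1:**
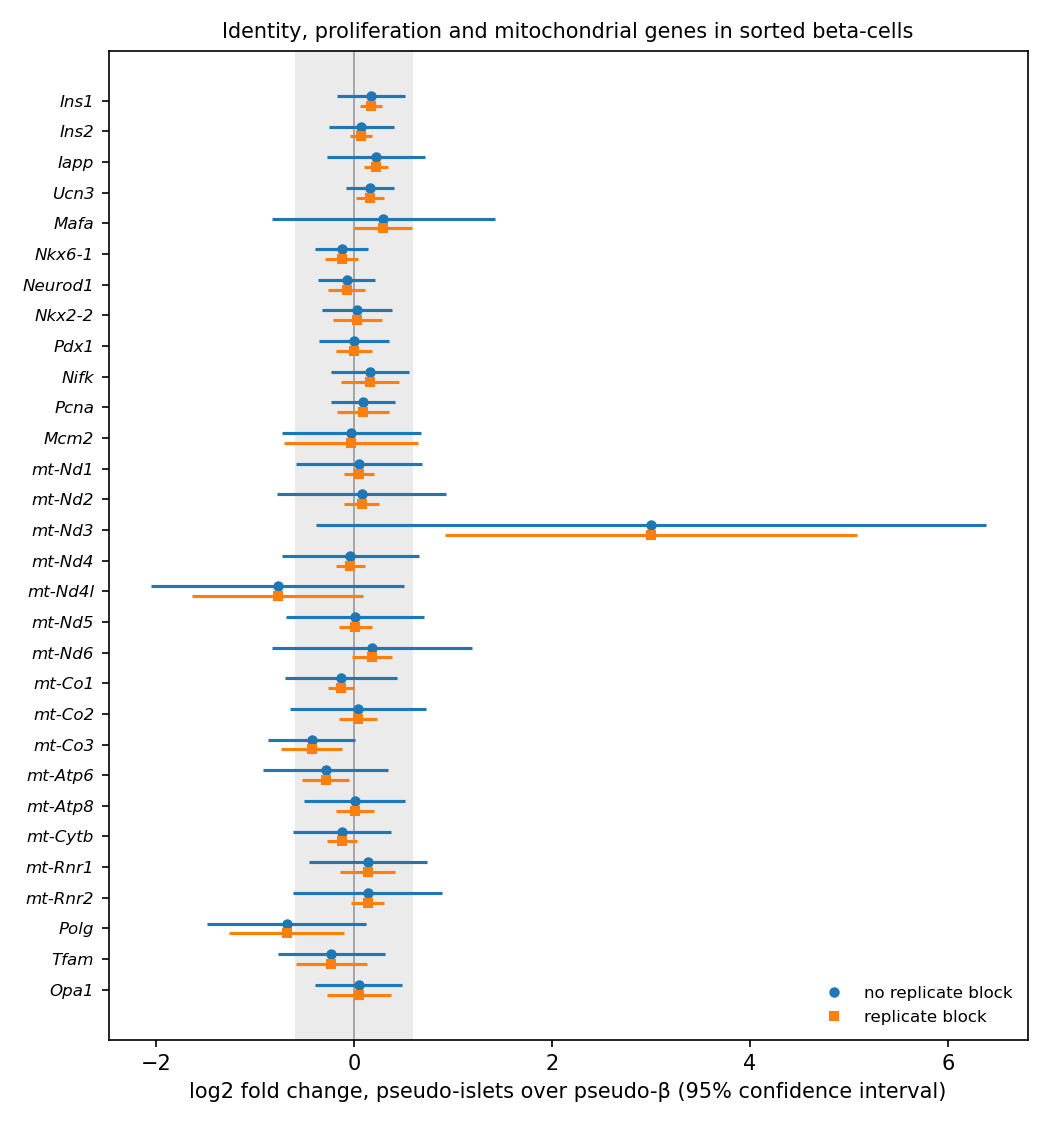
Log2 fold change (pseudo-islets over pseudo-beta, x axis) with its 95% confidence interval for the 30 genes, from the fit without (circles) and with (squares) the experiment as a replicate block, and a grey band for changes under 1.5-fold. The interval lies in the band for 11 genes without the block and for 23 with it.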

**Figure 3:**
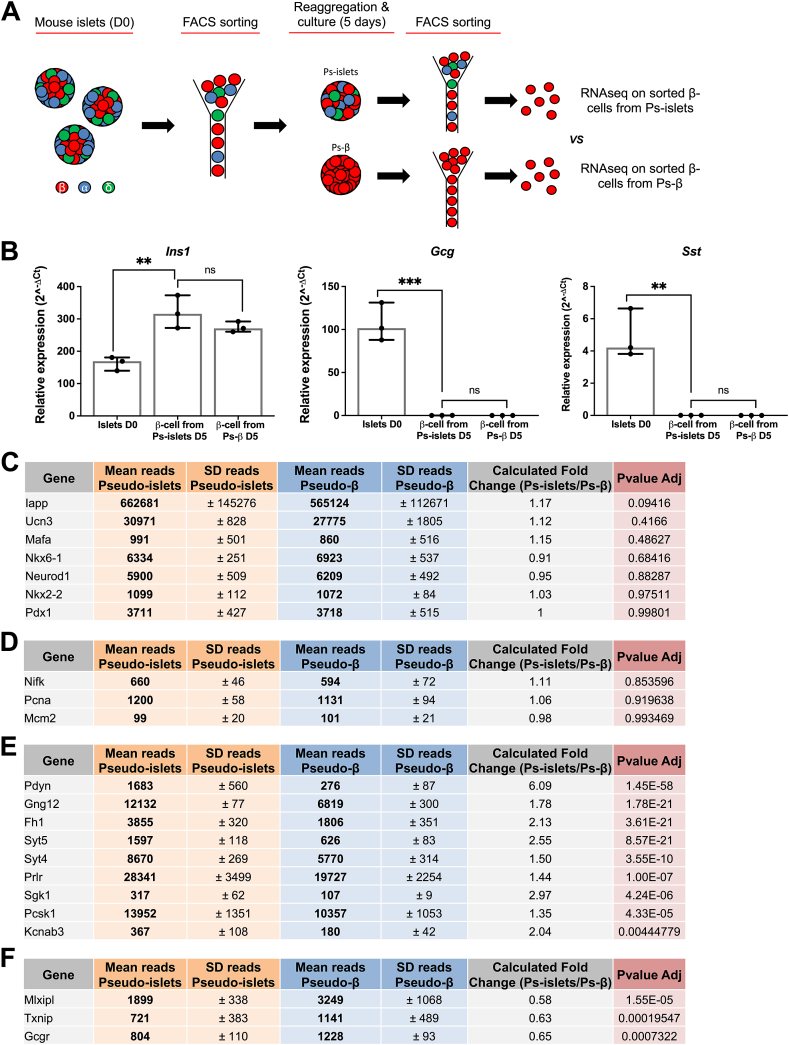
**Beta-cells proliferation and identity markers independence of alpha-/delta-cells signals. (A**) Schematic protocol used to determine the effect of signals from alpha-/delta-cells on beta-cells gene expression. **(B)** qRT-PCR analysis of *Ins1*, *Gcg* and *Sst* expression in beta-cells sorted from pseudo-islets and pseudo-β. n = 3 independent experiments. ∗∗*P* < 0.01; ∗∗∗*P* < 0.005. **(C, D)** RNAseq analyses of beta-cell identity **(C)** and proliferation **(D)** markers in beta-cells from pseudo-islets and pseudo-β. **(E, F)** Down- **(E)** and up **(F)** - regulated genes in beta-cells aggregated during 5 days of culture with or without alpha- and delta-cells. n = 3 independent experiments.

Interestingly, further data analysis revealed a list of 49 genes with a fold change greater than 50% (either up- or down-regulated) and with an adjusted *Pvalue* below 0.05 (Suppl Fig. 4A–B). 

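With no replicate block, 8 of the 13535 genes had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment. All 8 were higher in pseudo-islets, with fitted changes of more than 1.5-fold, and 731 genes had an unadjusted p under 0.05. They were *Gcg*, *Sst*, *Pdyn*, *Gm15681*, *Ttyh1*, *Syt5*, *Fer1l6* and *Gng12*. *Gm15681* (ENSMUSG00000086842), annotated as a processed pseudogene on chromosome 8 of GRCm38 from 99145386 to 99148089 within *Cdh8*, on its strand, had 959 ± 114 normalized counts (SD, n = 3) in pseudo-islets and 206 ± 67.8 (SD, n = 3) in pseudo-beta, a log2 fold change of 2.26 (standard error 0.24). Reads of a processed pseudogene can come from its parent gene. *Ttyh1* (ENSMUSG00000030428), on chromosome 7 from 4119408 to 4136708 with antisense transcripts, had 775 ± 121 (SD, n = 3) and 201 ± 67.6 (SD, n = 3), a log2 fold change of 1.99 (standard error 0.27). For *Fer1l6* (ENSMUSG00000037106), on chromosome 15 from 58510048 to 58665092, the values were 1367 ± 252 (SD, n = 3) and 529.7 ± 31.5 (SD, n = 3), with a log2 fold change of 1.35 (standard error 0.18). Taking the experiment as a replicate block gave 73 genes, 59 higher and 14 lower in pseudo-islets, which included the 8. Of these, 56 had a fitted change of more than 1.5-fold, and 1611 genes had an unadjusted p under 0.05. Scaling the libraries without the 10 most abundant genes left 2 genes without the block, and with it gave 82, of which 55 were higher and 27 lower. The alternative that moved the count most was the block with genes of at least 10 normalized counts in every library, with 118 genes. Single libraries decided the count without the block. It was 0 without any 1 of the 3 pseudo-islets libraries or the pseudo-beta of experiment 35, where 501 to 794 genes had an unadjusted p under 0.05, and it was 1 without the pseudo-beta of experiment 36 and 13 without that of experiment 37. With the block it was 28 without experiment 35, 73 without experiment 36 and 45 without experiment 37. With the same prior variance for every gene, 2 genes passed without the block, *Knl1* and *Mamdc4*, which are none of the 8 and are named only because of this result, and 0 passed with it, where 1136 genes had an unadjusted p under 0.05. The 2 groups of libraries did not overlap for 1457 genes, 10.8% of all against the 10% that chance gives for unpaired samples. Samples of one experiment resemble each other, so the share that chance gives here should be lower. It was not computed, so the size of an excess is not known. In the authors' deposited table, 221 genes have an adjusted p under 0.05, 157 higher and 64 lower in pseudo-islets. All 8 genes, and 70 of the 73 from the block, have an adjusted p under 0.05 in the authors' deposited table.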

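Transcripts of the other islet hormones remained in the sorted beta-cells. *Gcg* (ENSMUSG00000000394), the glucagon gene, on chromosome 2 from 62474530 to 62483650, had 1763, 941 and 2094 normalized counts in pseudo-islets of experiments 35, 36 and 37 and 36.1, 14.1 and 0 in pseudo-beta. *Sst* (ENSMUSG00000004366), the somatostatin gene, on chromosome 16 from 23889573 to 23890958, had 190.2, 146 and 210.2 in pseudo-islets and 4.74 in the pseudo-beta of experiment 37, and is listed at 0 in the other two. Both had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, 0.044 for *Gcg* and 0.019 for *Sst*, and each was higher in pseudo-islets in 3 of 3 experiments. Their fitted log2 fold changes of 7.52 (standard error 1.03) and 6.66 (standard error 0.72) depend on the pseudocount, and that of *Sst* was 8.95 with a pseudocount of 0.1 and 4.06 with 10. Neither gene passed without any 1 of the libraries other than the pseudo-beta of experiment 37, with an adjusted p between 0.069 and 0.337 in limma. *Ppy* (ENSMUSG00000017316), the pancreatic polypeptide gene, on chromosome 11 from 102099930 to 102101319, had 4172, 383 and 1790.5 normalized counts in pseudo-islets and 1650.1, 219 and 731 in pseudo-beta. Its log2 fold change was 1.15 (standard error 0.83, adjusted p = 0.99 in limma), and ranged from 0.37 to 2.09 with 1 library left out. With the replicate block its adjusted p was 0.0027 in limma, within a range of 2.6e-05 to 1.00 over the alternatives. Without experiment 35 in the block it was 0.068. Of the 3 hormone genes, 2 passed when adjusted over the list alone and 3 with the block. *Gcg*, *Sst* and *Ppy* together took 0.0329%, 0.00772% and 0.0209% of the normalized counts in pseudo-islets and 0.00932%, 0.00129% and 0.00400% in pseudo-beta.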

In that list, we concentrated our effort on genes known or hypothesized to influence beta-cell function and selected 12 genes with the highest differential expression, excluding those predominantly expressed in alpha- or delta-cells to minimize the risk of contamination artifacts in pseudo-islets. Some genes showed decreased expression in beta-cells cultured in absence of alpha-/delta-cells (*Pdyn*, *Gng12, Fh1*, *Syt5, Syt4*, *Prlr*, *Sgk1*, *Pcsk1, Kcnab3*) (Figure 3E), while other exhibited increased expression (*Mlxipl, Txnip*, *Gcgr*) (Figure 3F). qRT-PCR analysis of independent samples further validated a unique set of beta-cell genes whose expression is regulated by alpha-/delta-cell signals (Suppl Fig. 4C). 

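Each of the 12 genes changed in the stated direction in 3 of 3 experiments, and the 2 groups of libraries did not overlap for 10 of them, all but *Kcnab3* and *Txnip*. Chance gives 10% only for genes not chosen on these samples, as these were. Over all genes, 3 of the 12 had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, *Pdyn*, *Gng12* and *Syt5*. Adjusted over the list alone, 11 did, all but *Txnip*, which is not independent evidence because the genes were chosen on these samples. With the replicate block, 11 passed over all genes, all but *Kcnab3*, and 12 when adjusted over the list alone. Without the block, the count was 4 without the pseudo-beta of experiment 37, when *Fh1* also passed, and 0 without any other library, and with it the count was 6, 9 and 7 without experiments 35, 36 and 37. *Pdyn* (ENSMUSG00000027400), the prodynorphin gene, on chromosome 2 of GRCm38 from 129686565 to 129699844, had 1683 ± 686 normalized counts (SD, n = 3) in pseudo-islets and 276 ± 106 (SD, n = 3) in pseudo-beta, a log2 fold change of 2.60 (standard error 0.36, adjusted p = 0.046 in limma). For *Gng12* (ENSMUSG00000036402), on chromosome 6 from 66896397 to 67021350, where *Gm15644* overlaps it on the same strand, the values were 12132 ± 94.3 (SD, n = 3) and 6819 ± 368 (SD, n = 3), a log2 fold change of 0.83 (standard error 0.11, adjusted p = 0.041 in limma). *Syt5* (ENSMUSG00000004961), on chromosome 7 from 4539765 to 4547541, had 1597 ± 144 (SD, n = 3) and 626 ± 101 (SD, n = 3), a log2 fold change of 1.36 (standard error 0.17, adjusted p = 0.038 in limma). *Fh1* (ENSMUSG00000026526), on chromosome 1 from 175600374 to 175625635, which *Kmo* overlaps on the opposite strand, had 3855 ± 392 (SD, n = 3) and 1806 ± 430.3 (SD, n = 3), a log2 fold change of 1.11 (standard error 0.17, adjusted p = 0.091 in limma). The log2 fold change was 1.54 for *Sgk1* (standard error 0.26), 0.99 for *Kcnab3* (standard error 0.33), 0.59 for *Syt4* (standard error 0.11), 0.52 for *Prlr* (standard error 0.15) and 0.43 for *Pcsk1* (standard error 0.14). *Prlr* shares sequence with *Gm21973*, annotated over it on the same strand. Of the genes higher in pseudo-beta, *Mlxipl* (ENSMUSG00000005373), on chromosome 5 from 135089890 to 135138382, had 1899 ± 414 normalized counts (SD, n = 3) in pseudo-islets and 3249 ± 1309 (SD, n = 3) in pseudo-beta, a log2 fold change of -0.73 (standard error 0.26, adjusted p = 0.87 in limma). *Txnip* (ENSMUSG00000038393), on chromosome 3 from 96557957 to 96561883, had 721 ± 469.5 (SD, n = 3) and 1141 ± 599 (SD, n = 3), a log2 fold change of -0.72 (standard error 0.48). *Gcgr* (ENSMUSG00000025127), on chromosome 11 from 120530699 to 120538986, had 804 ± 135 (SD, n = 3) and 1228 ± 114 (SD, n = 3), a log2 fold change of -0.62 (standard error 0.17). *Syt4*, *Kcnab3*, *Mlxipl*, *Txnip* and *Gcgr* have annotated antisense transcripts, and the strand used in the counting is not stated in the paper's text.

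**Figure D2:**
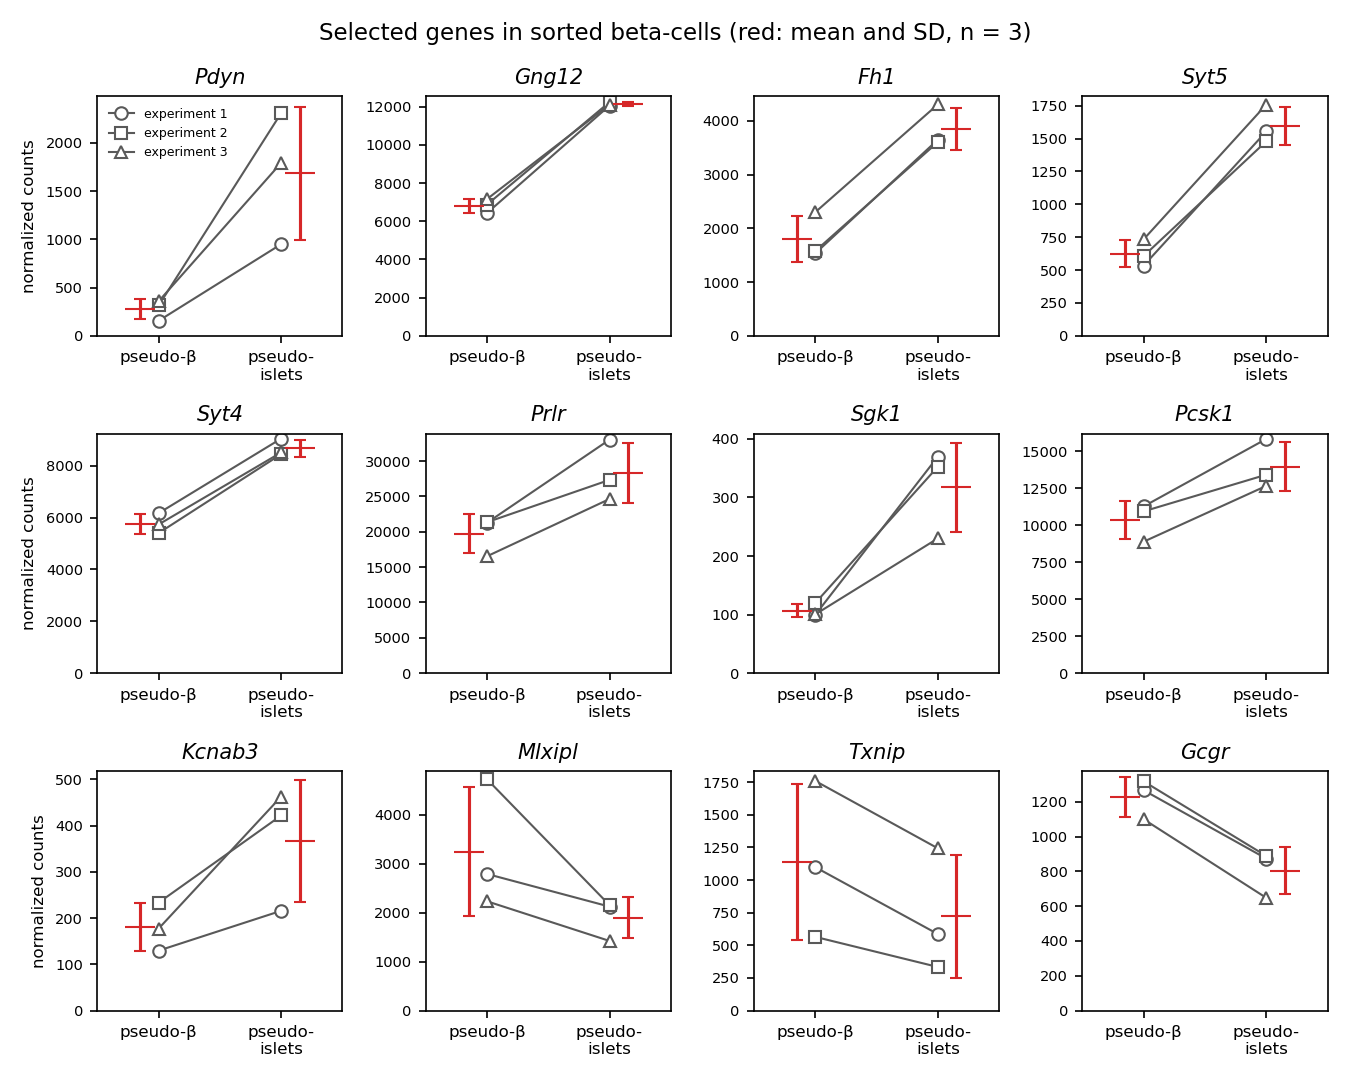
Normalized counts (y axis, from 0) of the 12 genes in pseudo-beta and pseudo-islets, with points for the libraries, lines joining those of one experiment and the mean ± SD (n = 3) in red. The lines of the 9 genes such as *Pdyn* rise from pseudo-beta to pseudo-islets in all 3 experiments, and those of *Mlxipl*, *Txnip* and *Gcgr* fall.

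Each hormone may have the most normalized counts of any gene in its cell type, which was not tested. If so, the hormone counts give a scale for signal from other islet cells. Normalized counts are not corrected for transcript length, so a longer transcript can have more counts than a more abundant short one. The normalized counts of *Gcg*, *Sst* and *Ppy* together were higher in pseudo-islets than in pseudo-beta by 4439, 1238 and 3359 in experiments 35, 36 and 37. Those of *Gng12* were higher by 5628, 5368 and 4944, those of *Prlr* by 11754, 5986 and 8102, and those of *Pcsk1* by 4549, 2473 and 3764, more than the hormones in each experiment. The difference in *Pdyn* was 794, 1993 and 1434 normalized counts, which is less than that of the hormones in experiments 35 and 37, as was the difference in *Fh1* and *Syt4*. For *Syt5*, *Sgk1* and *Kcnab3* it was less in all 3. The paper reasons that leaving out genes expressed mostly in alpha- or delta-cells lowers the risk that such cells account for a difference. The paper draws on the genes that changed and on qRT-PCR of independent samples (Suppl Fig. 4C). From these it concludes that signals from alpha-/delta-cells regulate a set of genes in beta-cells. It also treated pseudo-beta, built without alpha- and delta-cells, and measured genes by qRT-PCR (Figure 4). Glucagon and Ex4 each raised *Pdyn*, *Gng12*, *Fh1* and *Pcsk1* and lowered *Txnip*. Glucagon also raised *Syt5*, *Syt4* and *Sgk1* and lowered *Mlxipl* and *Gcgr*. Cells left over from pseudo-islets cannot account for these responses.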

We further validated the decrease in PDYN expression in beta-cells cultured without alpha-/delta-cells at the protein level by ELISA (Suppl Fig. 5).

We next investigated whether the observed effects of alpha-/delta-cells on beta-cell gene expression could be mimicked by glucagon (GCG). Treatment of beta-cell clusters with GCG during the 5-days reaggregation period increased the expression of *Pdyn*, *Gng12*, *Fh1*, *Syt5, Syt4, Sgk1* and *Pcsk1* (Figure 4A), while decreasing the expression of *Mlxipl, Txnip* and *Gcgr* (Figure 4A). Similarly, treatment with Exendin-4 (Ex4) that acts through the GLP1 receptor (GLP1R) increased the expression of *Pdyn*, *Gng12, Fh1, Pcsk1* and decreased *Txnip* expression (Figure 4B). Note that treatment of pseudo-beta with SST did not influence the expression levels of *Pdyn*, *Fh1*, *Mlxipl* or *Gcgr* (Suppl Fig. 6). Taken together, we demonstrate that signals from alpha-cells regulate the expression of a new specific set of genes in beta-cells through the GCG receptor (GCGR) and GLP1R pathways.

**Figure 4:**
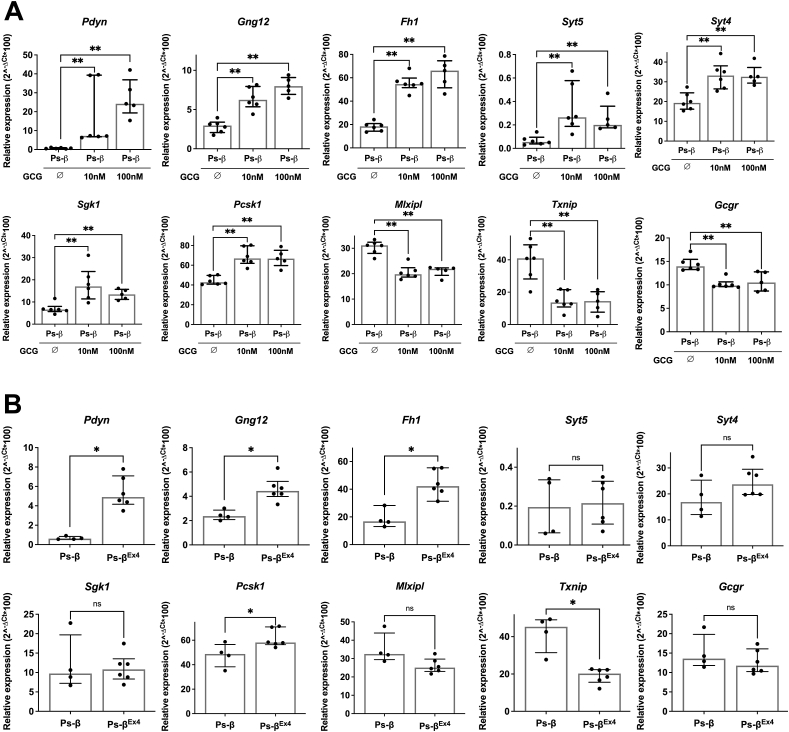
**Alpha-/delta-cells control the expression of a specific set of genes in beta-cells.** qRT-PCR analysis of *Pdyn*, *Gng12*, *Fh1*, *Syt5*, *Syt4*, *Sgk1*, *Pcsk1*, *Mlxipl*, *Txnip* and *Gcgr* expression in pseudo-β treated or not with 10 nM or 100 nM of GCG **(A)** or 1 nM of Ex4 **(B)** all over the reaggregation process (5 days), n = 3–6 independent experiments. ∗*P* < 0.05; ∗∗*P* < 0.01.

### 3.4 Insulin secretion is dependent of signals from alpha-cells

We analyzed beta-cell function in islet cell clusters depleted or not of alpha-/delta-cells. There, we tested the effects of glucose and KCl on insulin secretion with a semi dynamic protocol: glucose was applied sequentially 2.8 mM, 16.7 mM, a return to 2.8 mM (baseline), followed by stimulation with KCl (50 mM). Total insulin content remained unchanged regardless of the presence or absence of alpha-/delta-cells (Figure 5A, left), while insulin secretion was altered. In pseudo-islets, glucose (16.7 mM) robustly stimulated insulin secretion, which returned to baseline at 2.8 mM and was further stimulated by KCl. On the other hand, in the absence of alpha- and delta-cells, response to both glucose and KCl was significantly blunted (Figure 5A). To distinguish the role of alpha-versus delta-cells in this effect, we selectively removed one of the cell types. We observed that removing delta-cells did not impact glucose- or KCl-stimulated insulin secretion (Figure 5B). In contrast, removing alpha-cells significantly blunted insulin secretion in response to both glucose and KCl, mimicking the phenotype observed with pseudo-beta (Figure 5C). Note that insulin content was not modified in any of the conditions tested, which matches with the lack of effect of alpha-/delta-cells on insulin gene expression (Figure 3C) and protein translation (Figure 2D–G) in beta-cells. 

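The mouse has 2 insulin genes, which are paralogs, so some reads could have been assigned to either. *Ins1* (ENSMUSG00000035804) lies on chromosome 19 of GRCm38 from 52264297 to 52265476 and *Ins2* (ENSMUSG00000000215) on chromosome 7 from 142678656 to 142743381. In beta-cells sorted from pseudo-islets and pseudo-beta after 5 days, *Ins1* had 1210461 ± 169623 (SD, n = 3) and 1072920.0 ± 121451 normalized counts (SD, n = 3), a log2 fold change of 0.17 with a standard error of 0.15. *Ins2* had 5792191 ± 227747 (SD, n = 3) and 5508265 ± 141769 (SD, n = 3), a log2 fold change of 0.07 with a standard error of 0.15. Both genes were higher in pseudo-islets in 3 of 3 experiments, and both had an adjusted p = 0.998 in limma with Benjamini-Hochberg adjustment. With the experiment as a replicate block, the adjusted p of *Ins1* over all genes was 0.212 in limma, within a range of 0.212 to 1 over the alternatives, and 0.027 when adjusted over the 9 identity genes alone. The block's 95% confidence interval of the log2 fold change ran from 0.06 to 0.28 for *Ins1* and from -0.04 to 0.18 for *Ins2*. *Ins1* takes 5.42% to 7.13% of the normalized counts of a library, and scaling the libraries without the 10 most abundant genes, which include both, gave a log2 fold change of 0.11 for *Ins1*.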

We next asked whether a limited number of alpha-cells would be sufficient to restore sensitivity to glucose and KCl. We constructed pseudo-islets with only 1% of alpha-cells (compared to ±15% in control pseudo-islets) and compared these with pseudo-beta. We observed that this limited number of alpha-cells was sufficient to restore glucose- and KCl-induced insulin secretion (Figure 5D). We concluded that alpha-cells (but not delta-cells) are essential for efficient glucose- or KCl-stimulated insulin secretion.

**Figure 5:**
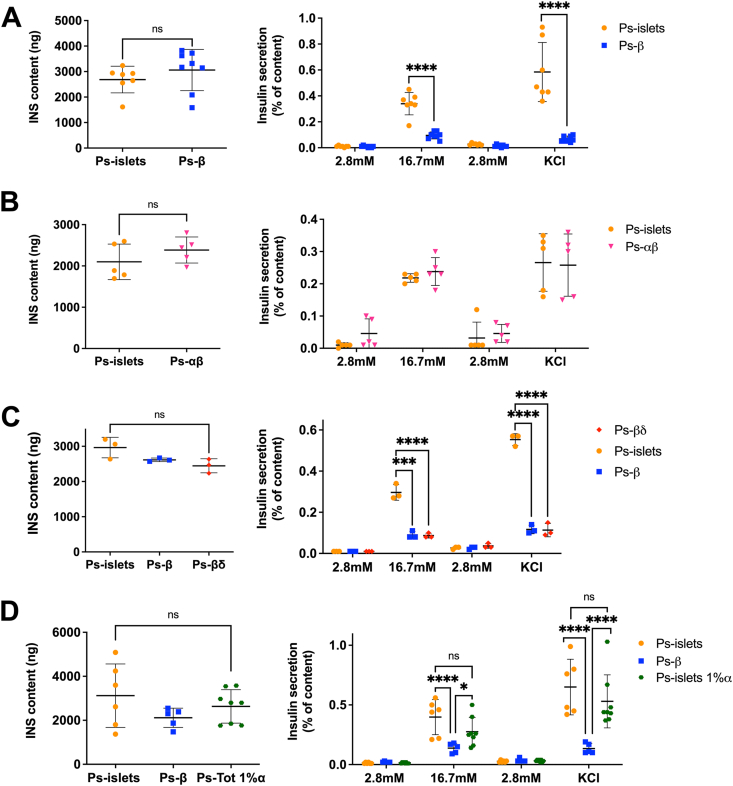
**Insulin secretion is dependent of signals from alpha-cells.** Insulin content (left panels) and glucose- and KCl-stimulated insulin secretion (right panels) of pseudo-islets vs **(A)** pseudo-β (n = 7–8 independent experiments), **(B)** pseudo-β+α (n = 5 independent experiments), **(C)** pseudo-β+δ (n = 3 independent experiments) and **(D)** pseudo-islets 1% α-cells (n = 3–4 independent experiments). ∗∗∗*P* < 0.005; ∗∗∗∗*P* < 0.001.

### 3.5 Activators of the cAMP pathway and calcium channel openers, but not potassium channel inhibitors, restore insulin secretion in the absence of alpha-/delta-cells

We used activators and inhibitors to elucidate the mechanism underlying the lack of insulin secretion in pseudo-beta upon glucose stimulation (Figure 6A). We observed that in the presence of GIP, which increases cAMP levels, or Bay K8644, a calcium channel opener, glucose successfully induced insulin secretion in pseudo-beta (Figure 6B–C). On the other hand, glibenclamide and tolbutamide, 2 sulfonylureas that close the ATP-sensitive potassium (K_ATP_) channel, induce insulin secretion in whole islets but not in pseudo-beta (Figure 6D–E). All together, these results indicate that in the absence of alpha-/delta-cells, impaired glucose-stimulated insulin secretion is due to a K_ATP_ channel default.

**Figure 6:**
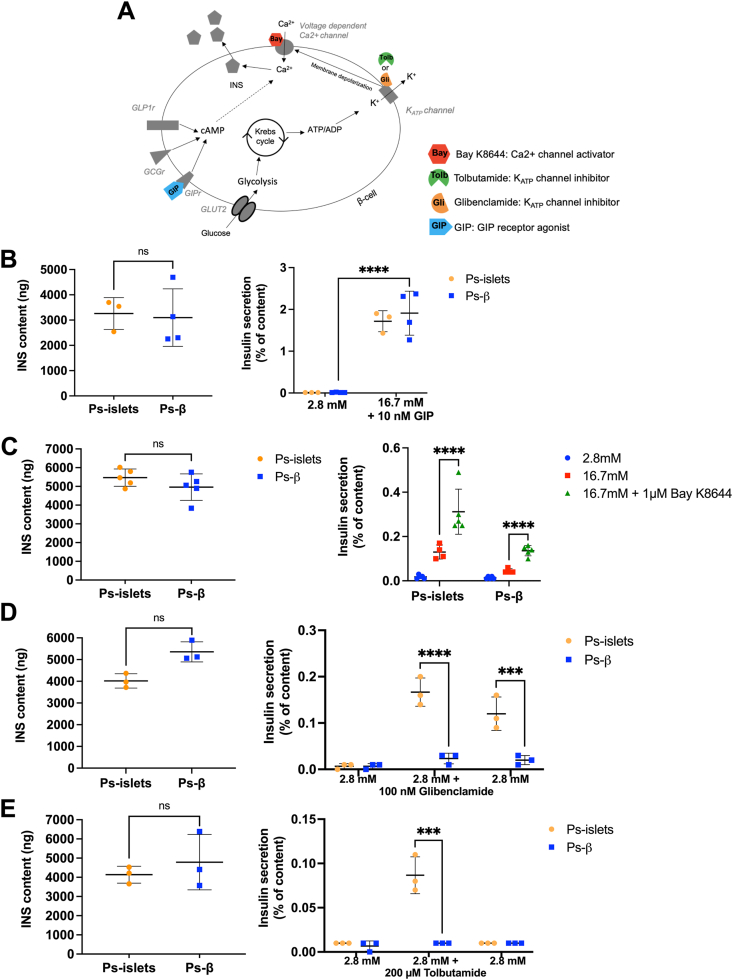
**Activators of the cAMP pathway and calcium channel openers, but not potassium channel inhibitors, restore insulin secretion in the absence of alpha-/delta-cells. (A)** Beta-cell scheme with modulators of insulin secretion that we used. **(B**–**E)** Effect of GIP **(B)**, Bay K8644 **(C)**, Glibenclamide **(D)** and Tolbutamide **(E)** on insulin content (left panels) and glucose-stimulated insulin secretion (right panels) from pseudo-islets vs pseudo-β. n = 3–5 independent experiments. ∗∗∗*P* < 0.005; ∗∗∗∗*P* < 0.001.

### 3.6 Pseudo-beta pretreated with GLP1 regain glucose-stimulated insulin secretion

To assess whether GCG could restore insulin secretion, we added GCG during the 5-days reaggregation process (Figure 7A). We observed that this pre-treatment rescued KCl-induced but not glucose-induced INS secretion (Figure 7B). Similar results were obtained when GCG was replaced by IUB288, a potent GCGR agonist, during the reaggregation period (Figure 7B). We next tested Ex4 during the reaggregation period and observed that this pre-treatment restored KCl- and glucose-stimulated insulin secretion (Figure 7C). Importantly glucose-induced insulin secretion was sharply reduced when pseudo-beta were treated with Ex4 plus Exendin (9–39), a GLP1R antagonist [18] during the 5-days reaggregation period (Figure 7C). Interestingly, Ex4 during the reaggregation period also restored tolbutamide-induced insulin secretion (Suppl Fig. 7). Pre-treatment of pseudo-beta with SST during the reaggregation period had no impact on the insulin secretion capacity is these clusters (data not shown). Taken together, our data indicate that activation of the GLP1R and GCGR in beta-cells are respectively necessary for efficient glucose-and KCl-induced insulin secretion.

**Figure 7:**
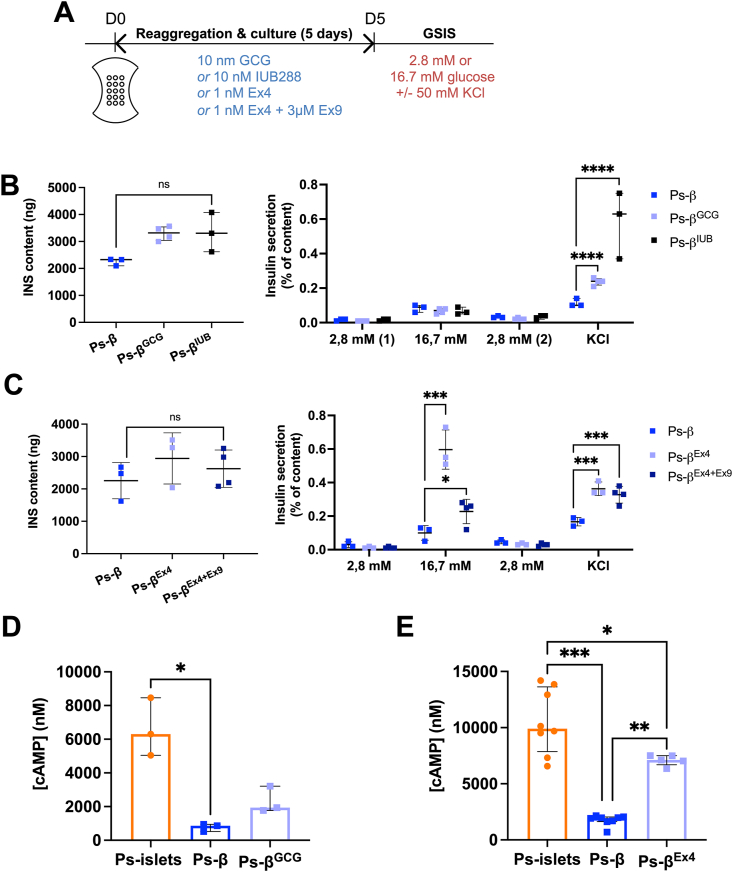
**Pseudo-beta pretreated with GLP1 regain glucose-stimulated insulin secretion. (A**) Experimental scheme for pseudo-islets and pseudo-β pre-treatment with 10 nm GCG, 10 nM IUB288, 1 nM Ex4 or 1 nM Ex4 + 3 μM Ex9. **(B, C)** Effect of a 5-days pre-treatment during the reaggregation period with GCG, IUB288 **(B)**, Ex4, Ex4 + Ex9 **(C)** on insulin content (left panels) and glucose- and KCl-stimulated insulin secretion (right panels) from pseudo-β. n = 3–4 independent experiments. ∗∗∗*P* < 0.005; ∗∗∗∗*P* < 0.001. **(D, E)** Measurement of cAMP levels on pseudo-islets, pseudo-β, pseudo-β pre-treated with 10 nM GCG **(D)** and pseudo-β pre-treated with 1 nM Ex4 **(E)**. n = 3–8 independent experiments. ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.005; ∗∗∗∗*P* < 0.001.

Measurement of cAMP levels in clusters with or without alpha-/delta-cells revealed that the amount of cAMP was considerably lower in pseudo-beta compared to pseudo-islets (Figure 7D–E). Pre-treatment of pseudo-beta with GCG did not improve cAMP levels (Figure 7D) while pre-treatment with Ex4 increases cAMP production compared to untreated pseudo-beta (Figure 7E). These results suggest that the rescue of glucose-stimulated insulin secretion observed in pseudo-beta pre-treated with GLP1R agonist is due to an enhanced capacity for cAMP production. This demonstrates that beta-cells require constant stimulation through the GLP1R and need a high capacity for cAMP production to display proper glucose-stimulated insulin secretion.

## 4 Discussion

In this study, we have developed a method to purify by FACS mouse alpha-, beta- and delta-cell populations, followed by their reaggregation to give rise to reconstructed chimeric mouse islets. Using this simple and innovative approach, we achieved the following: (i) we can generate on demand clusters with different proportions of alpha, beta- and delta-cells; (ii) we found that beta-cell glucose sensitivity is independent of the presence of alpha- and delta-cells; (iii) we discovered in beta-cells a subset of genes regulated through alpha-cell signaling via GCGR and GLP1R; and (iv) we found that beta-cell function is dependent of alpha-cell signaling through GCGR for KCl-induced beta-cell activity and GLP1R for glucose-induced insulin secretion.

We previously developed a FACS-based approach to prepare alpha-, beta- and delta-cell populations. The protocol was based on positive selection of beta- and delta-cells using the cell surface markers CD71 and CD24, while alpha-cells were negatively sorted. This method gave rise to some contaminations between alpha- and beta-cell populations [8,9]. Recently, CD81, a tetraspanin surface protein involved in membrane organization, protein trafficking, cellular fusion and cell–cell interactions [19,20] was identified as being expressed by mouse islets and enriched in alpha-cells compared to beta-cells. [[8], [9], [10]]. By incorporating CD81 into our antibody panel for cell sorting, we enhanced the distinction between alpha- and beta-cells, thereby reducing beta-cell contamination by alpha-cells to less than 1% (Figure 1G).

In beta-cells, glucose plays major roles not only for insulin secretion, but also for protein translation [17]. As an example, glucose activates the mTOR pathway [21] and increases biosynthesis of major beta-cell proteins such as pro-insulin [22] and islet amyloid pancreatic polypeptide [23]. However, whether signals from alpha- and delta-cells regulate protein translation in beta-cells remains poorly studied. Here, we observed that glucose activates the mTOR pathway (measured by RPS6 phosphorylation) and protein synthesis (measured by puromycin incorporation into newly-synthesized proteins including pro-insulin) at similar levels in reconstructed chimeric islets depleted or not of alpha- and delta-cells. This indicates that the effect of glucose on protein synthesis is beta-cell autonomous and independent on signals from alpha- and delta-cells.

Interestingly, by performing transcriptomic analyses of beta-cells cultured with or without alpha- and delta-cells, we discovered that: (i) genes encoding beta-cell identity, proliferation and mitochondrial proteins are not modulated by neighboring alpha- and delta-cells, indicating that while beta-cells can lose their differentiation status [24], this loss seems to be independent of signals from alpha- and delta-cells. (ii) A specific set of beta-cell genes is modulated by signals from neighboring endocrine cells. For example, the expression of *Pdyn* shows a sharp decrease in beta-cells from pseudo-beta, which was restored when these pseudo-beta islets were pretreated with GCG or Ex4, but not with SST. This indicates that *Pdyn* expression in beta-cells is depending on signals from alpha-cells. Past studies have shown that the opoid peptide Dyn A, a processed product of Pro-dynorphin, is secreted by beta-cells in response to glucose, similar to insulin [25] and can stimulate the κ-opioid receptor on alpha-cells, enhancing glucagon secretion [26]. Combining these data with ours suggests that Dyn A could be implicated in an alpha-beta cell positive feedback loop: glucagon would activate Dyn A production by beta-cells which would then act on alpha-cells to increase glucagon secretion in a glucose-dependent manner. Dyn A production could also serve as markers of impaired communication between alpha- and beta-cells and be used to determine when insulin secretion deficits are due to a lack of beta-cell stimulation by alpha-cells.

We observe a sharp decrease in glucose- and KCl-stimulated insulin secretion when beta-cells are cultured in the absence of alpha-cells. This aligns with a set of data indicating that insulin secretion depends on intra-islet glucagon signaling [5,6,27]. However, this seems to contradict a recent study indicating that non-beta-cells are not required for accurate insulin secretion [7]. Such differences could be explained by technical differences as in [7], the authors use islets where alpha-, delta- and PP-cells were destroyed by diphteria toxin following complex crosses between genetically modified mice. These differences could also be explained by the presence of a few remaining alpha-cells. Indeed, using our model of reconstructed chimeric islets, we observed that 1% alpha-cells is sufficient for proper glucose-stimulated insulin secretion. Difference could finally be due to a mechanism of *in vivo* priming of beta-cells by endogenous GCG or GLP1 produced by intestinal L-cells [28]: in the diphteria toxin model, plasma GCG levels are reduced by only 35% one week after treatment with the toxin [29]. Additionally, there is an increase in GLP1 plasma levels during oral glucose tolerance test compared to control mice [7]. Here, we demonstrated that pretreatment of pseudo-beta with GCG or GLP1 restores insulin secretion, which suggests that these signals in the diphteria toxin model might explain the differences between the two models.

Sulfonylureas, such as tolbutamide and glibenclamide, are known to stimulate insulin secretion by closing the K_ATP_ channel, thereby depolarizing the beta-cell membrane [30]**.** They have been used for decades in treatment for type 2 diabetes [31]. However, it has been reported that prolonged treatment with sulfonylureas can lead to failure, occurring at a rate of 5%–10% per year, which has been suggested to be due to beta-cell apoptosis [32]. In our experiments, insulin secretion stimulated by sulfonylurea is significantly decreased in pseudo-beta. Importantly, treating pseudo-beta with GCG throughout the reaggregation process perfectly restores sulfonylurea-stimulated insulin secretion. This demonstrates that alpha-cell communication via the GCG receptor signaling pathway is crucial for sulfonylureas-stimulated insulin secretion. Therefore, we propose that the resistance to sulfonylurea treatment observed over time in T2D patients could be due to insufficient stimulation of beta-cells through the GCG receptor (possibly due to reduced GCG secretion by alpha-cells) rather than beta-cell apoptosis.

The strength of the chimeric model we developed lies in its use of primary mouse islet cells. The technique is easy to use and applicable to various mouse strains. This model complements previous engineered mouse models with specific deletions of alpha- or delta-cells [33,34]. A strength of this model is its usefulness for studying the influence of type 2 diabetes (T2D) drugs (like sulfonylurea or GLP1 tested in the present study) on beta-cell function and determine whether these drugs directly impact beta-cell or first affect alpha- or delta-cells.

In conclusion, our innovative chimeric islet model provides key insights into the complex mechanisms governing beta-cell behavior within pancreatic islets.

## CRediT authorship contribution statement

**Alexis Fouque:** Writing – review & editing, Writing – original draft, Visualization, Validation, Methodology, Investigation, Formal analysis, Conceptualization. **Masaya Oshima:** Validation, Methodology, Investigation, Formal analysis, Conceptualization. **Nina Mode:** Validation, Methodology, Investigation. **Romain Ducellier:** Validation, Methodology, Investigation. **Delphine Thibaut:** Validation, Methodology, Investigation. **Florence Gbahou:** Validation, Resources, Methodology, Investigation. **Latif Rachdi:** Methodology, Conceptualization. **Over Cabrera:** Writing – review & editing, Conceptualization. **Raphaël Scharfmann:** Writing – review & editing, Writing – original draft, Visualization, Methodology, Funding acquisition, Conceptualization.

## Funding

This project has received funding from the European Union’s Horizon 2020 research and innovation programme under grant agreement no. 874839 (RS), l'Agence Nationale de la Recherche (ANR-21-CE14-0001-01) (RS), the Laboratoire d’Excellence consortium Revive (Investissements d'Avenir ANR-10-LABX-73-01) (RS) and from Lilly (RS and OC). AF is supported by PhD grant from Laboratoire d’Excellence consortium Revive.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Figures and Tables

**Supplementary Figure 1:**
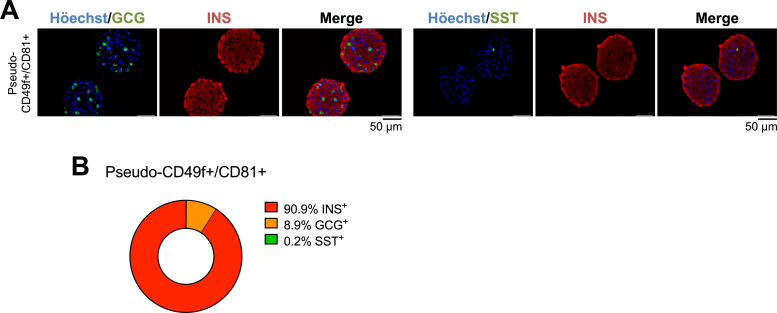
**(A**) Immunofluorescence staining on sections of islet clusters constructed with CD49f^+^CD81^+^ cell population following 5 days of culture. Left panel: GCG in green, INS in red and nuclei in blue; right panel: SST in green, INS in red and nuclei in blue. **(B)** Quantification of each cell type frequency by measuring the area of INS^+^, GCG^+^ and SST^+^ in islet clusters from CD49f^+^CD81^+^ population.

**Supplementary Figure 2:**
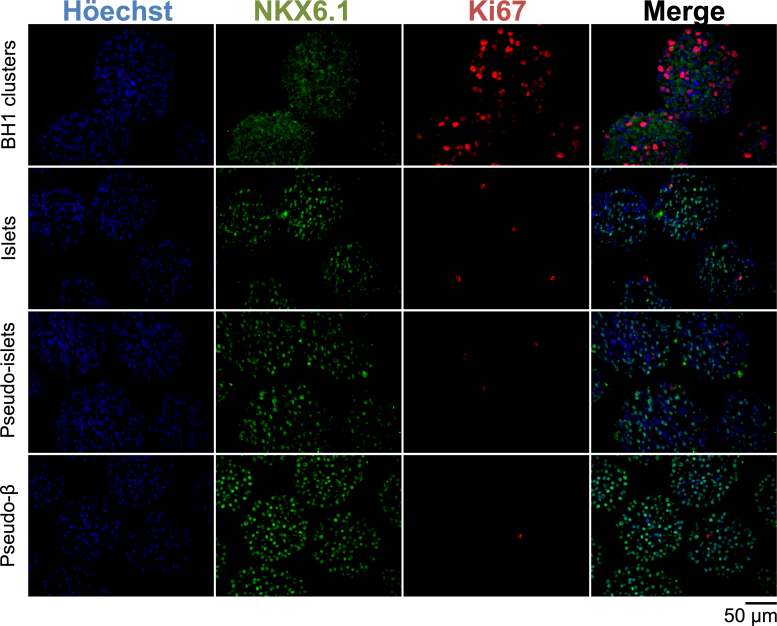
Immunofluorescence staining on sections of clustered BH1, mouse pancreatic islets, pseudo-islets and pseudo-β. NKX6.1 in green, Ki67 in red and nuclei in blue.

**Supplementary Figure 3:**
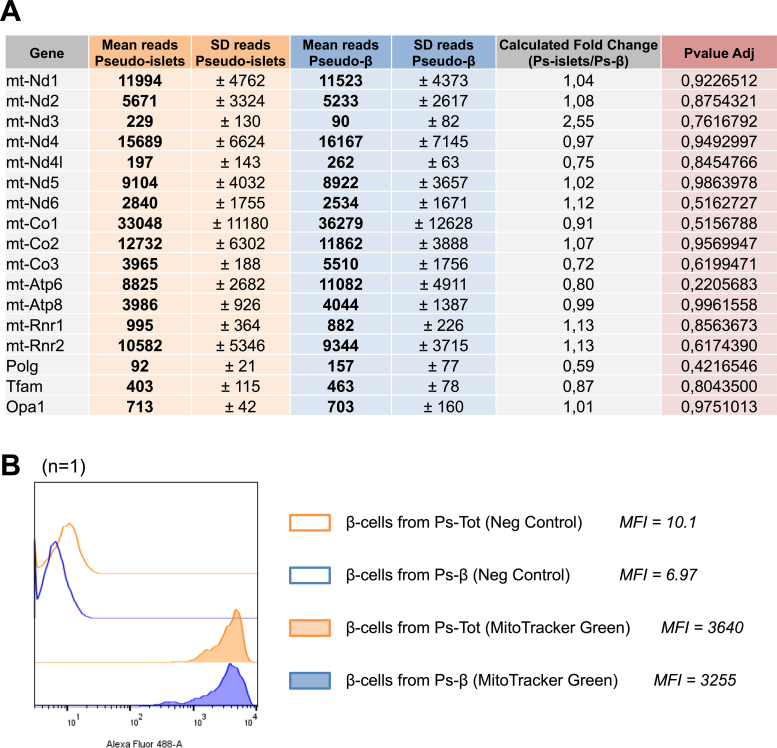
**(A)** RNAseq analyses of mitochondrial genes expression levels in beta-cells from pseudo-islets and pseudo-β. **(B)** FACS analysis of beta-cells from pseudo-islets and pseudo-β stained or not with MitoTraker Green.

**Supplementary Figure 4:**
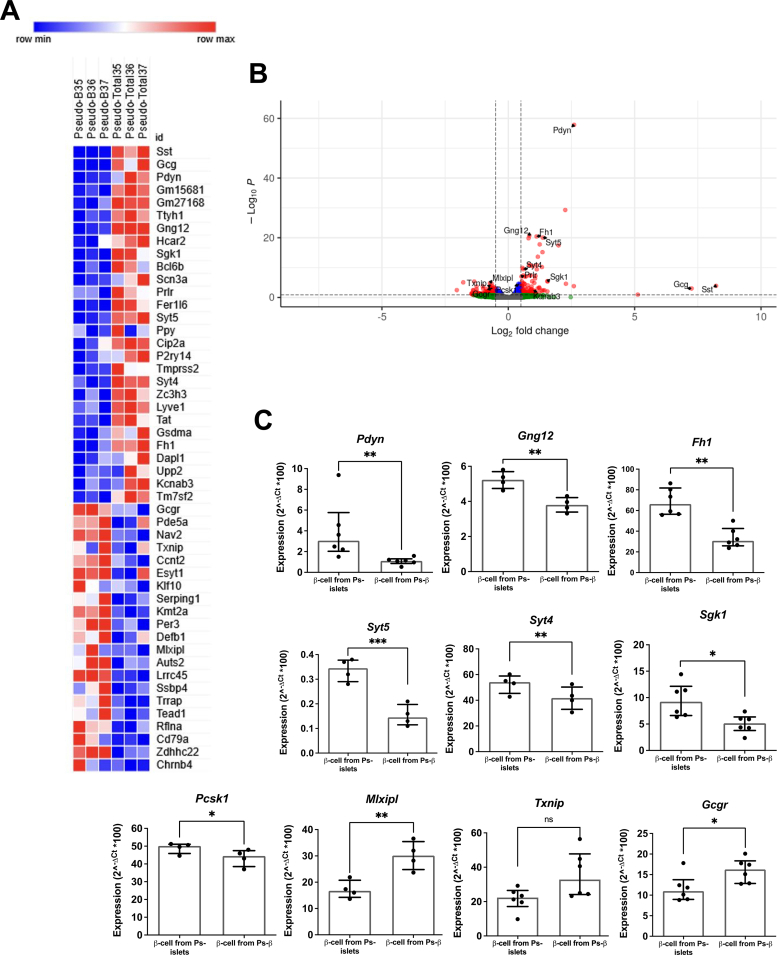
**(A)** Heat map from the RNAseq of the 49 most up- and down-regulated genes in beta-cells from pseudo-islets or pseudo-beta with a fold change exceeding 50% and an adjusted *Pvalue* below 0.05. **(B)** Volcano plot on RNAseq comparing gene expression in beta-cells from pseudo-islets and pseudo-beta. **(C)** qRT-PCR analysis of Pdyn, Gng12, Fh1, Syt5, Syt4, Sgk1, Pcsk1, Mlxipl, Txnip and Gcgr expression in sorted beta-cells from pseudo-islets and pseudo-β after 5 days of culture, n = 4–6 independent experiments. *∗P* < 0.05; *∗∗P* < 0.01; *∗∗∗P* < 0.005.

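All 49 genes of the heat map are among the 13535 compared. Of these, 28 were higher in pseudo-islets in 3 of 3 experiments and 21 were lower in 3 of 3, with log2 fold changes from -2.0 (*Chrnb4*, standard error 0.74) to 7.52 (*Gcg*). The libraries of the 2 groups did not overlap for 39 of the 49 genes. Chance gives 10% only for genes not chosen on these samples, as these were. Over all genes, 8 of the 49 had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, and 32 did with the replicate block. Adjusted over the list alone, 45 did without the block and all 49 with it, which is not independent evidence because the list was chosen on these samples. Of the 21 genes lower in pseudo-islets, the ones with the largest changes after *Chrnb4* were *Zdhhc22* at -1.79 (standard error 0.35) and *Rflna* at -1.35 (standard error 0.29). In the authors' deposited table, all 49 genes have an adjusted p under 0.05, and 48 of them also have group means that differ by more than 1.5-fold. The exception, *Prlr*, has a ratio of 1.44 between its group means. By the same pair of criteria, the authors' deposited table holds 111 genes, or 110 with the authors' log2 fold changes in place of the ratio of means. *Pcsk1*, 1 of the 12 selected genes, is not among the 49 and has a ratio of 1.35.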

**Supplementary Figure 5:**
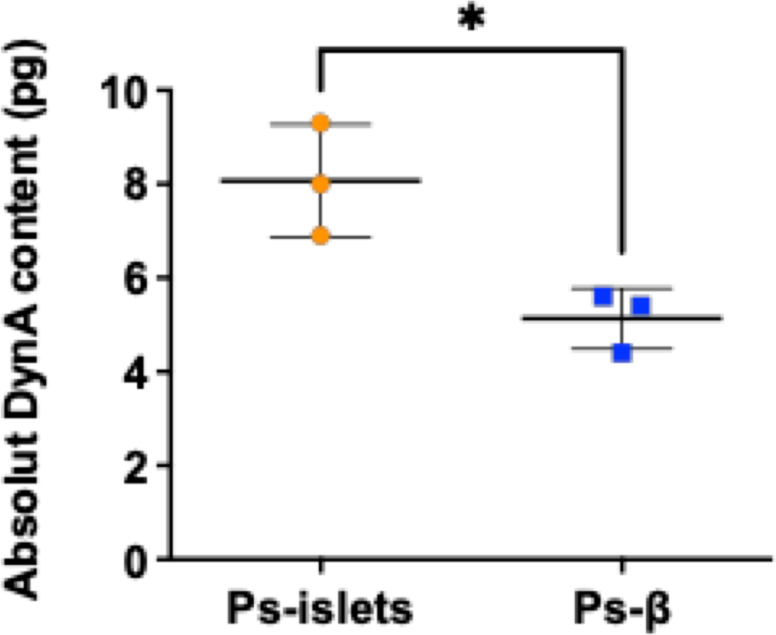
Quantification by ELISA of Dyn A content of pseudo-islets and pseudo-beta (n = 3 independent experiments). *∗P* < 0.05.

**Supplementary Figure 6:**
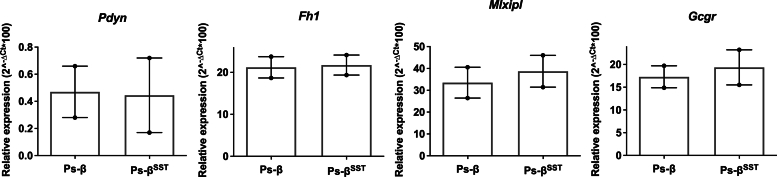
qRT-PCR analysis of *Pdyn*, *Fh1*, *Mlxipl* and *Gcgr* expression in pseudo-β and pseudo-β pre-treated with 200 nM of SST after 5 days of culture, n = 2 independent experiments.

**Supplementary Figure 7:**
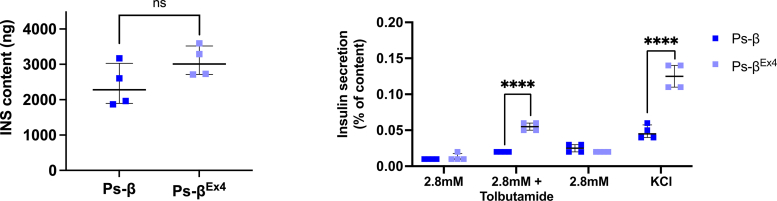
Effect of a 5 days pretreatment with Ex4 on Tolbutamide-stimulated insulin secretion from pseudo-β. n = 4 independent experiments. *∗∗∗∗P* < 0.001.

## Data Availability

Data will be made available on request.

# Supplementary material for: Constructing chimeric mouse islets to study alpha- and delta-cell influence on beta-cell feature
**Source:** Mol Metab. 2025 Sep 1;101:102245. doi: 10.1016/j.molmet.2025.102245
**Supplement:** Multimedia component 1

# **Supplementary Table**

## Supplementary Table 1:

List of primers used for qRT-PCR analysis

| Target gene | Forward seq (5’->3’) | Reverse seq (5’->3’) |
| --- | --- | --- |
| *Ppia* | CAGGTCCTGGCATCTTGTCC | TGCTTGCTGGTCTTGCCATTCC |
| *Ins* | CAGAGACCATCAGCAAGCAG | GGGACCACAAAGATGCTGTT |
| *Gcg* | TGAAGACAAACGCCACTCAC | TGACGTTTGGCAATGTTGTT |
| *Sst* | TCCGTCAGTTTCTGCAGAAGTCTC | GTACTTGGCCAGTTCCTGTTTCCC |
| *Pdyn* | CCTTCTGAATCTTGGATCGGC | GATCTCAAAGCCTGGGGATGA |
| *Sgk1* | TCCTATGCACCTCCTGTGGA | TTCTGTCAGCTGGCAACTCC |
| *Fh1* | AGCCAGAGCTCGAATGACAC | TGATGACCTGCGCAAACTCT |
| *Kcnab3* | TGGAACATCTGGGCTCCCTA | ACAATCACTCCGCATTGGGT |
| *Gcgr* | CAGGGCCTTGTCATGGTGAT | GAGATTCAGGTGGGGCTGTC |
| *Txnip* | CGAGTCAAAGCCGTCAGGAT | CGTTCTCACCTGCTGTAGGC |
| *Mlxipl* | AATGGGATGGTGTCTACCGC | GGCGAAGGGAATTCAGGACA |
| *Gng12* | AGGACTTTGGGGTGAGCATC | CTGAAAATCTTACCAGCAAGGC |
| *Pcsk1* | AGGTCGAGTCTAGCTGGTGT | TGCTCCATGGCTCAAAACCT |
| *Prlr* | TCTCATCTTGGCTACTGGGAGA | GCATGATCAGGGGACCTTCT |
| *Syt4* | TTTGTGTGCTTAGCCAGTCT | TGCTTCCCTCCGGATCACTA |
| *Syt5* | GTCCTGTCGAGACACCTAGCA | GCTTCCTGCAGAGGTACCCAAA |

How the deposited data were processed for this re-analysis (not part of the article)

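RNA from beta-cells sorted out of pseudo-islets (3 samples) and pseudo-beta (3 samples) after 5 days of culture was analysed, from 3 independent experiments numbered 35, 36 and 37 in the sample labels.

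The authors prepared libraries from 5 ng of total RNA with ribosomal RNA depletion, sequenced read pairs of 75 bases, aligned them to GRCm38 with STAR and quantified genes with RSEM. The deposited table holds, for each gene and library, the authors' signal in normalized counts, made with DESeq2. Of the values from 0.3 to 40 in a library, at most 26.8% to 43.6% are whole multiples of any 1 step tried, to within 0.02 of that step, so no whole reads were recovered. Whether fractional estimates or the authors' normalization keeps the others off the step was not decided. The paper's text names neither the annotation release nor a filter on low genes. The authors' columns of the deposited table also give a mean signal, a log2 fold change with its standard error as log2, a test statistic as a score, and unadjusted and adjusted values in p-value units. These are the authors' own results and were used only for comparison. The paper names the Benjamini-Hochberg method, and the paper's text does not state whether the authors' model took the experiment into account. Across genes, the authors' p-values had a rank correlation of 0.994 with those of limma with the replicate block and 0.953 without it. They lie nearer to the fit with the block. The authors' standard errors were 0.156 for *Pdyn*, 0.134 for *Mlxipl* and 0.147 for *Txnip*. With the block these were 0.145, 0.127 and 0.129, and without it 0.364, 0.263 and 0.475. Of the genes the paper selected, only *Sgk1* had an authors' standard error above that without the block (0.272 against 0.259). For these genes, the values argue against an authors' model that left the experiment out.

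The table has 13535 genes, and all 13535 have at least 10 normalized counts in at least 3 libraries, so no gene was removed. Normalized counts sum to between 17994346 and 19635287 per library. The number of reads per library is not known. Low values gather at a step of 0.906 to 1.19 normalized counts in a library. No 2 libraries hold identical values, and their correlations across genes, which are not independent replicates, run from 0.941 to 0.962. The standard error of a log2 fold change, with a median of 0.27, gives the precision, and standard errors cover the 3 samples of a group and not sources shared by all of them.

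Because the values are normalized and not counts, the comparison used the test set for that case, limma on log2(value + 1), without a block and with Benjamini-Hochberg adjustment over all genes. That test, the genes and gene lists to be reported, the rule for naming genes and the alternatives named below as set in advance were set before the data were examined. The trend of the prior variance with mean expression was not written down with them and was chosen afterwards, so the same test without the trend is given beside it. A gene was called at an adjusted p under 0.05. A fold change over 50% was a fitted change of more than 1.5-fold. Genes are named when the paper names them, when they are on a gene list, or when they are among the 5 highest and 5 lowest log2 fold changes of the called genes with a mean of at least 50 normalized counts and no overlap between the groups. Confidence intervals are 95% intervals from limma. Gene coordinates, overlaps, transcript lengths and GC content come from GENCODE M21, on GRCm38.

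Whether the experiment numbers pair the samples was checked on the deviations of each library from its group's mean, across genes. These correlated at 0.119, 0.121 and 0.325 between samples of one experiment and at -0.203 to 0.0922 between samples of different experiments. With a minimum of 0.1, the numbers pair the samples, and the fit with the experiment as a replicate block is given beside the fit without it wherever it changes a call.

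Gene lists were tested with limma's camera with a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. The lists cover markers of alpha-cells (7 of 12 genes in the table), delta-cells (4 of 8) and PP-cells (4 of 4), cAMP/CREB response genes (16 of 22), ChREBP target genes (14 of 16) and stimulus-secretion coupling genes (30 of 32). Markers of acinar (0 of 12), stromal (0 of 8), immune (2 of 10) and endothelial cells (2 of 8) had too few genes in the table to test. Circadian clock and amino-acid response genes were added after some of their members had been seen among the changed genes, and the tests left those members out. The fry p-values of lists tested without the genes that prompted them come from the fit with the replicate block. One of the 6 tests adjusted together is not reported here.

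The tests were tested on simulated data of 13535 genes, 200 of them changed. For a 1.5-fold change, 4% of the changed genes were called without the block and 31% with it. At 2-fold these shares were 70.5% and 77%, and at 4-fold 93.5% in both, and at most 4.62% of the calls were false. Of 200 unchanged lists, 8 were called by camera and 8 by fry. Simulated genes of the same mean had the same dispersion, so the simulation could not test the choice of the variance trend. The genes of the simulated lists were drawn independently and without an experiment effect. It therefore could not test how correlation between genes affects camera and fry. These shares are not error rates for the real libraries.

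The alternatives set in advance that were run are the replicate block, scaling without the 10 most abundant genes, genes with at least 10 normalized counts in every library, leaving out each library, an absolute log2 fold change over 0.5, limma's test against a 1.5-fold change, the ratio of group means, and fry and camera with an estimated correlation. Added later were no variance trend, pseudocounts of 0.1 and 10, quantile normalization, a correction for transcript length and GC content with a spline of 5 degrees of freedom, and combinations of the block with these, with the expression minimum, with the scaling and with an experiment left out. Tests that need counts, among them those of edgeR and limma-voom, were not run, and DESeq2 was not used here.

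R 4.3.3 with limma 3.58.1 was used for the tests, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 for the annotation and the plots.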

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

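The tests of splits, of transcript length and GC content and of the scaling were set before their results were seen, the lists of pathway genes were drawn up after some of their genes had been seen among the changed genes, and the test of the other alpha- and delta-cell markers was chosen after the result was seen.

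With the experiment as a replicate block, 73 genes had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, and 40 of them are genes that the paper does not name. They drew attention because they are a signal outside the genes the paper discusses. Of the 40, 38 were higher and 2 were lower in pseudo-islets, 39 had a mean of at least 50 normalized counts, and 25 changed by more than 1.5-fold. In the authors' deposited table, 37 of the 40 have an adjusted p under 0.05. The block decides this count, because without it the 8 genes called are all in the paper's heat map. The trend of the prior variance with mean expression, which was not set in advance, decides it too, since 0 genes were called with the block and no variance trend. The 73 were 28 without experiment 35, of which 25 are among the 73, and 73 without experiment 36 and 45 without experiment 37, of which 51 and 36 are.

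Of the technical explanations, a trend with transcript length and GC content is argued against for most of the 73 genes, since 70 kept an adjusted p under 0.05 in the same direction after each library was corrected for both. A few abundant genes that set the scale are also argued against, since 69 kept it after scaling without the 10 most abundant genes, although the numbers of higher and lower genes changed from 59 and 14 to 55 and 27. The number of splits of the libraries with as many genes cannot decide by itself whether the groups differ by chance, because 3 samples against 3 allow too few splits. Of the 10 splits of the 6 libraries, 1, the real one, gave as many as 8 genes, and the others gave 0, with 179 to 1549 genes at an unadjusted p under 0.05. The splits with the most such genes part the samples of 1 experiment only and put those of the others together. Of the 4 splits that part all 3 experiments, 1, again the real one, gave as many as 73 genes with the block, and the others gave 0, with 340, 382 and 523 genes at an unadjusted p under 0.05 against 1611.

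Signal from other islet cells left among the sorted beta-cells remains a candidate explanation for some of the 40. *Pyy*, *Etv1* and *Ttr*, which are on the lists of PP-cell and alpha-cell markers, are among them, with log2 fold changes of 1.04, 0.91 and 0.59. The other alpha- and delta-cell markers did not rise as a set, with a fry p of 0.654 without *Gcg* and *Sst*. A response of the beta-cells to the presence of alpha- and delta-cells, which the design varies, also stays open for the 40. For 1 of them, *Wars*, the other amino-acid response genes had a fry p of 0.0872 and a camera p of 2.1e-05.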

How the results depend on the processing

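No variance trend, the pseudocounts of 0.1 and 10, quantile normalization, the length and GC correction and every combination of the block with another setting or with an experiment left out were chosen after the values had been seen. Where a value changed, the cause was not tested unless a sentence gives it.

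Tests set in advance that need counts were not run, namely DESeq2 with and without the block, edgeR with and without it and with the size factors of DESeq2, and limma-voom. The block was fitted in limma, and limma's test against a fold threshold took the place of that of edgeR. Dropping the filter beyond 1 count changes nothing, because every gene in the table was already tested.

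Without the block, 8 genes had an adjusted p under 0.05 in limma, all higher in pseudo-islets and all changed by more than 1.5-fold. The replicate block gave 73 genes, 59 higher, 14 lower and 56 changed by more than 1.5-fold. Scaling without the 10 most abundant genes gave 2 genes, both higher and both over 1.5-fold, and quantile normalization gave 2 and no variance trend 2 in each of these counts. A pseudocount of 0.1 gave 1. The test against a 1.5-fold change itself gave 0, where 731 genes have an unadjusted p under 0.05 against no change. With the block, the correction for length and GC content gave 113 genes, 89 higher, 24 lower and 77 over 1.5-fold. The block with genes of at least 10 normalized counts in every library gave 118, with 92 higher, 26 lower and 71 over 1.5-fold, from 11894 genes tested. The block with the scaling gave 82, with 55 higher, 27 lower and 56 over 1.5-fold. The block without the variance trend gave 0 in each count, with 1136 genes at an unadjusted p under 0.05. Leaving out 1 library gave from 0 to 13 genes, all higher and over 1.5-fold, and leaving out 1 experiment from the block gave from 28 to 73 genes, 24 to 54 of them higher, 4 to 19 lower and 26 to 62 over 1.5-fold. Over the fits that left out a library or an experiment, the number ranged from 0 to 73, that of higher genes from 0 to 54, that of lower genes from 0 to 19 and that over 1.5-fold from 0 to 62. The count stayed within 1.5 times of 8 with at least 10 normalized counts in every library (6), a pseudocount of 10 (9), the length and GC correction (7), an absolute log2 fold change over 0.5 (8) and the ratio of means (8).

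Of the 12 selected genes, 3 were called without the block and 11 with it. The number was 0 with the scaling, 0 with a pseudocount of 0.1, 0 with no variance trend, 0 with quantile normalization and 0 with the block and no variance trend. It was 11 with the block and the length and GC correction, 12 with the block and the expression minimum, and 11 with the block and the scaling. Leaving out libraries or experiments gave from 0 to 9. Adjusted over the list alone, 11 passed, and 7 with no variance trend. All 12 kept the direction of their log2 fold change in each of the 21 other fits run for them, and the magnitude of that of *Pdyn* ranged from 2.23 to 2.96. With 1 library left out, that of *Txnip* (-0.72 with all) ranged from -1.22 to -0.27 and that of *Mlxipl* (-0.73) from -0.96 to -0.42.

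The 9 identity and 3 proliferation genes had 0 calls over all genes in each fit. Adjusted over the list alone, the identity genes had 2 with the block, 1 with the block and the length and GC correction, 2 with the block and the scaling, and 0 to 2 when experiments or libraries were left out. The mitochondrial genes had 0 calls over all genes, but 1 with the block and the length and GC correction and 0 to 2 in the fits that left out a library or an experiment. Adjusted over the list alone they had 2 with the block and the length and GC correction, 4 with the block and the scaling, and 0 to 3 in the fits that left something out. Directions of genes near no change reversed. The log2 fold change of *Nkx2-2*, 0.03, was -0.026 with the scaling, with and without the block, -0.0061 with quantile normalization and from -0.045 to 0.14 with a library or experiment left out. That of *Pdx1*, 0.00, was -0.056 with the scaling, with and without the block, -0.089 with quantile normalization and from -0.12 to 0.12 with one left out. For *Mcm2*, at -0.03, it was 0.028 with quantile normalization and from -0.310 to 0.308 with one left out. Leaving one out gave from -0.19 to 0.86 for *Mafa* (0.29 with all), from -0.176 to 0.016 for *Neurod1* (-0.07) and from -0.038 to 0.155 for *Pcna* (0.09). Quantile normalization sets *Ins1*, *Ins2* and *Iapp* to no change by its construction, since they hold the same ranks in every library.

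Of the hormone genes *Gcg*, *Sst* and *Ppy*, 2 were called without the block. The number was 0 with at least 10 normalized counts in every library and 1 with that minimum and the block, because the minimum removes *Gcg* and *Sst*, and the same numbers held adjusted over the list alone. It was 1 with the scaling, 0 with a pseudocount of 0.1, 0 with no variance trend, 1 with quantile normalization, 1 with the length and GC correction and 0 with the block and no variance trend, and from 0 to 3 with a library or experiment left out.

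Of the 6 gene lists, 2 were called by camera, the delta-cell and PP-cell markers. With at least 10 normalized counts in every library 1 was called, and 1 with that minimum and the block, because the minimum removes *Sst*. With fry 0 were called and with an estimated correlation 0. Leaving out libraries or experiments gave from 1 to 3 lists. The direction of the alpha-cell markers reversed under the minimum (p of 0.840 without and 0.794 with the block), because it removes *Gcg*. That of the ChREBP target genes, up with a camera p of 0.721, was down with the block (p of 0.734), with the block and the length and GC correction (0.763), with the block and the minimum (0.523), with the block and no variance trend (0.734) and with the block and the scaling (0.763), and the p ranged from 0.329 to 0.947 with a library or experiment left out. The cAMP/CREB response genes reversed without the pseudo-islets of experiment 37 (p of 0.852), and their p ranged from 9.8e-05 to 0.95 with one left out.

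Among the single genes and lists, counted over all alternatives, 588 values kept their direction and their side of the threshold, 56 passed it and 85 fell short of it in the same direction, and 35 reversed. The replicate block gave 9 of those that passed it, and changed no other call apart from those given here and beside the results. Of the genes with a mean under 50 normalized counts, 0 were called without the block and 1 with it, at a median standard error of 0.60 and 0.59. Whether sequencing depth is the cause was not tested.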

Differences from the paper's values

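The trend of the prior variance with mean expression is part of every fit named here unless it is said to be left out, and it was not set in advance.

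The paper's number of genes with a fold change greater than 50% and an adjusted p under 0.05 is 49, and limma without the replicate block gave 8. By the same criteria the authors' deposited table holds 111 genes, or 110 with the authors' log2 fold changes. The paper's 49 is therefore not the full count by these criteria, and a number near it is not a match of genes. Of the alternatives set before the data were examined, the replicate block gave 56, which is within 1.5 times the paper's 49. The others were not, with 2 for scaling without the 10 most abundant genes, 6 for genes with at least 10 normalized counts in every library, 8 for an absolute log2 fold change over 0.5, 0 for the test against a 1.5-fold change, 8 for the ratio of group means and 0 to 13 for leaving out a library. Settings chosen after seeing the values that also came within 1.5 times are the block with at least 10 normalized counts in every library (71), the block with the scaling (56), and the block without experiment 36 (62) and without experiment 37 (39). Of the 49 genes of the paper's heat map (Suppl Fig. 4A), the fit without the block called 8 and the block 32, and adjusted over the list alone these numbers are 45 and 49. Settings chosen after seeing the values called up to 41 of them, the highest being the block with at least 10 normalized counts in every library, followed by the block with the length and GC correction (40) and with the scaling (35). Without the variance trend, the number of genes over 50% was 2 without the block and 0 with it, so the block comes near the paper's number only with the trend. The block without experiments 35, 36 and 37 in turn, also chosen after seeing the values, called 15, 29 and 27 of the heat map's genes. Leaving out the pseudo-beta of experiment 37 without the block called 11.

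The paper presents 12 selected genes from that list, and 3 of these had an adjusted p under 0.05 in limma without the block. With the replicate block, set before the data were examined, it was 11 against the paper's 12. The other alternatives set before the data were examined stayed apart, with 0 for the scaling, 3 for the expression minimum and 0 to 4 for leaving out a library. Among the settings chosen after seeing the values, the block with at least 10 normalized counts in every library called all 12, the block with the length and GC correction 11 and with the scaling 11, and the block without experiments 35, 36 and 37 in turn 6, 9 and 7. Without the variance trend, 0 were called without the block and 0 with it. *Kcnab3*, which the block did not call (adjusted p = 0.062 in limma), was called in 2 of 21 settings, the block with the expression minimum and the block with the length and GC correction, over a range of adjusted p from 0.026 to 1.00. Adjusted over the list alone, 11 of the 12 passed without the block and 12 with it.

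The paper places the 12 genes in the list of genes that changed by more than 50%. The ratio of group means was 1.44 for *Prlr* and 1.35 for *Pcsk1*, and *Pcsk1* is not in the heat map of that list. In Fig. 3, the SD of *Pdyn* is about 560 in pseudo-islets and about 87 in pseudo-beta, and that of *Sgk1* in pseudo-islets is about 62, read by eye, against 686, 106 and 76.2 here. Computed with the number of samples as the divisor in place of that number less 1, the SDs here are 559.7, 86.8 and 62.2.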

Other observations

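The tests against signal left from other islet cells, and of dilution of beta-cell RNA, were chosen only after the values they use had been seen, and the other tests were set before their results were seen.

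*Gcg*, *Sst* and *Ppy* were higher in beta-cells sorted from pseudo-islets, so alpha-, delta- or PP-cells left among them, or RNA from these cells, could also raise other genes. Each hormone was taken to have the most normalized counts of any gene in its cell type, which was not tested. A gene that such cells bring should then gain no more than the hormones together. Ratios compare a gene's gain in normalized counts with the summed gain of the hormones. The lowest ratio over the 3 experiments was 1.27 for *Gng12* and 2.41 for *Prlr*. Their gains were over that of the hormones by more than the SD of the difference between experiments. This argues against such cells as the whole source only if the untested assumption on the hormones holds. Normalized counts are not corrected for transcript length, so a longer transcript in such cells could gain more than the hormones. For that reason no conclusion is drawn for *Gng12* and *Prlr*. The lowest ratio was 1.02 for *Pcsk1*, where the mean difference of 583 normalized counts is no larger than its SD of 583. It was 0.179 for *Pdyn*, 0.476 for *Fh1*, 0.230 for *Syt5*, 0.648 for *Syt4*, 0.0386 for *Sgk1* and 0.0194 for *Kcnab3*. For these 7 genes such cells and a response of the beta-cells cannot be told apart by this test, because the levels of these genes in alpha-, delta- and PP-cells were not analysed here. Gains of *Pdyn* did not follow those of the hormones, with ratios of 0.179, 1.61 and 0.427 in experiments 35, 36 and 37.

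For *Mlxipl*, *Txnip* and *Gcgr*, which were lower in pseudo-islets, dilution of beta-cell RNA by RNA of other cells would lower the share of *Ins1*, *Ins2* and *Iapp* in a library as well, to 0.65 times for the smallest of these falls. The share in pseudo-islets was 1.008, 1.036 and 1.012 times that in pseudo-beta in experiments 35, 36 and 37 (SD 0.0154), which argues against dilution as the whole cause. The share of the 3 hormones in a library was at most 0.0329%.

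Whether whole alpha- and delta-cells remained could not be decided from their other markers. Of 9 other genes on these lists, 5 were higher in pseudo-islets, with a fry p of 0.654 (0.982 after Benjamini-Hochberg adjustment over 6 tests) and a camera p of 0.848. Some of these markers are also expressed in beta-cells, whose high level would hide a small share. The marker lists as a whole gave a camera p of 0.17 for alpha-cells (adjusted over 6 lists 0.21, median log2 fold change 0.15), 0.0054 for delta-cells (0.016, median 0.40) and 0.0011 for PP-cells (0.0064, median 0.98), all in the direction of pseudo-islets. Of the genes tested, 1 on each list, its hormone, is in the paper's heat map, which was chosen on these libraries. Under fry the adjusted values for delta- and PP-cells were 0.14 and 0.16 and with an estimated correlation 0.18 and 0.18. With the replicate block, camera gave adjusted values of 0.038 for delta-cells and 1.1e-06 for PP-cells, and fry 0.318 and 0.0091, while the estimated correlation gave 0.49 and 0.20. The delta-cell list lost its call without the pseudo-islets of experiment 37 (0.10) or the pseudo-beta of experiment 35 (0.16), in the block without experiment 35 (0.214), and with at least 10 normalized counts in every library (0.88, and 0.68 with the block), and the PP-cell list without the pseudo-beta of experiment 36 (0.082). The 4 PP-cell markers *Ppy*, *Pyy*, *Etv1* and *Tspan8* had log2 fold changes of 1.15, 1.04, 0.91 and 0.22. The paper does not name PP-cells among the cells of its clusters, and pseudo-beta held *Ppy* transcripts as well. Of the lists with too few genes to test, the immune genes in the table were *Cd68* and *Cd79a* and the endothelial genes *Lyve1* and *Esam*. *Cd79a* and *Lyve1* are in the paper's heat map, with log2 fold changes of -1.25 and 1.22.

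*Crem* and *Pde4b*, which respond to cAMP, were higher in pseudo-islets by 0.77 and 0.64 on the log2 scale, with an adjusted p of 0.032 and 0.028 in limma with the replicate block. A cAMP response of beta-cells cultured with alpha-cells is a candidate explanation. The paper reports less cAMP in pseudo-beta than in pseudo-islets, measured on dissociated clusters rather than on sorted beta-cells. The other 14 genes of the list gave a fry p of 0.997 and a camera p of 0.963, with 9 of them higher. At the level of transcripts such a response stays open. The full list had a camera p of 0.14 (adjusted 0.20), and it was called without the pseudo-beta of experiment 37 (adjusted p of 5.9e-04) and in the block without experiment 37 (0.045). The ChREBP target genes had a camera p of 0.72 (adjusted 0.72). For *Mlxipl*, the ChREBP gene, and *Txnip*, lower ChREBP activity could explain the change if other targets fell too. *Klf10*, a target that is in the paper's heat map and for that reason was left out of the test, was lower in 3 of 3 experiments, with a log2 fold change of -0.73 (adjusted p = 0.93 in limma, and 0.075 with the replicate block). Of the 11 targets outside the heat map 8 were higher in pseudo-islets, with a median of 0.17. The fry p was 0.143 in that direction with the replicate block (0.286 after adjustment) and 0.067 without it. The camera p was 0.0312, unadjusted, in that direction. The 2 tests differ, which leaves it open. The stimulus-secretion coupling genes had a camera p of 0.078 (adjusted 0.16), lower in pseudo-islets with a median of -0.05, and quantile normalization gave an adjusted p of 0.014.

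*Per3*, which is in the paper's heat map, had a log2 fold change of -0.75, and a shift of the circadian clock would change other clock genes. The other 15 gave a fry p of 0.856 for change in either direction and a camera p of 0.747, so this was not shown. *Psat1*, *Cbs* and *Wars*, noticed by their values, were higher by 0.63, 0.71 and 0.53, and of 20 other amino-acid response genes 19 were higher in pseudo-islets, with a median of 0.19, a fry p of 0.0872 (0.261 after adjustment) and a camera p of 2.1e-05, unadjusted. The test set for these genes was fry, which does not pass where camera does, so such a response stays open.

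The paper's primer pairs for qRT-PCR (Suppl Table S1) were placed on the transcripts of GENCODE M21. Of 16 pairs, 14 have an amplicon in a transcript of the gene they are listed for, among them 99 bases for *Pdyn*, from exon 1 to exon 2, and 133 bases for the pair listed as insulin, which lies in *Ins1*. For *Ppia* and *Syt5*, no amplicon of the length sought was found in any 1 transcript with the sequences as listed.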
